# Downregulation of Ribosomal Protein Genes Is Revealed in a Model of Rat Hippocampal Neuronal Culture Activation with GABA(A)R/GlyRa2 Antagonist Picrotoxin

**DOI:** 10.3390/cells13050383

**Published:** 2024-02-23

**Authors:** Alexander Beletskiy, Anastasia Zolotar, Polina Fortygina, Ekaterina Chesnokova, Leonid Uroshlev, Pavel Balaban, Peter Kolosov

**Keywords:** long-read sequencing, ONT MinION, RNA-Seq, primary neuronal cultures, neuronal plasticity, picrotoxin, ribosomal proteins, transposable elements

## Abstract

Long-read transcriptome sequencing provides us with a convenient tool for the thorough study of biological processes such as neuronal plasticity. Here, we aimed to perform transcriptional profiling of rat hippocampal primary neuron cultures after stimulation with picrotoxin (PTX) to further understand molecular mechanisms of neuronal activation. To overcome the limitations of short-read RNA-Seq approaches, we performed an Oxford Nanopore Technologies MinION-based long-read sequencing and transcriptome assembly of rat primary hippocampal culture mRNA at three time points after the PTX activation. We used a specific approach to exclude uncapped mRNAs during sample preparation. Overall, we found 23,652 novel transcripts in comparison to reference annotations, out of which ~6000 were entirely novel and mostly transposon-derived loci. Analysis of differentially expressed genes (DEG) showed that 3046 genes were differentially expressed, of which 2037 were upregulated and 1009 were downregulated at 30 min after the PTX application, with only 446 and 13 genes differentially expressed at 1 h and 5 h time points, respectively. Most notably, multiple genes encoding ribosomal proteins, with a high basal expression level, were downregulated after 30 min incubation with PTX; we suggest that this indicates redistribution of transcriptional resources towards activity-induced genes. Novel loci and isoforms observed in this study may help us further understand the functional mRNA repertoire in neuronal plasticity processes. Together with other NGS techniques, differential gene expression analysis of sequencing data obtained using MinION platform might provide a simple method to optimize further study of neuronal plasticity.

## 1. Introduction

It is known that about two-thirds of all genes are expressed in mammalian neuronal tissue [1]. Neuronal cells are also very elongated and highly compartmentalized; axon, dendrites, and soma may contain different RNA sets. In these cells, transcription intensity and translational status of a given mRNA or an mRNA pool may be different depending on neuronal activation, signals from other neurons, extracellular conditions, and many other factors [2,3]. Taken together, these facts suggest that precise spatial and temporal regulation of RNA synthesis is necessary for normal neuronal function. Importantly, some mechanisms of transcription specific to neurons may be easily overlooked when the most common RNA-Seq methods are used.

In addition, the repertoire of mRNAs presented in neurons is further enriched by alternative splicing characteristics for the processes of neuronal plasticity. Neuronal activation may serve as a trigger for the final mRNA maturation step, so the mRNA formation is completed right before the start of the protein translation. For example, the longest isoform (Calm3_L_) of calmodulin 3 mRNA is localized to neuronal dendrites, while lack of the 3′-UTR retained intron impairs its targeting to dendrites. NMDA-mediated synaptic activation specifically promotes the distal dendritic mRNA localization of the Calm3_L_ isoform [4]. Another example is Arc mRNA. Its abundance is associated with synaptic plasticity and regulated by the presence or absence of two 3′-UTR introns [5]. Notably, neurons and neuronal precursors have increased retrotransposon mobilization rates and expression of retrotransposon mRNAs compared with other cell types; this contributes to neuronal somatic mosaicism [6,7,8] and has a role in neuronal differentiation [9].

Another peculiarity about transcription in neurons is that transcription and translation processes may be uncoupled, because there are multiple mechanisms of mRNA conservation and its relocation to dendrites where translational machinery is relatively autonomous [10]. It was also shown that damaged dendrite ribosomes may be promptly restored on site by replacing individual ribosomal proteins using local translation of corresponding mRNAs [11].

Long-read sequencing means that a complete sequence of the transcript with all exons and all associated splicing junctions is captured within one read [12,13]. Novel long-read sequencing technologies can overcome some limitations of short-read RNA-Seq approaches in studying complex eukaryotic transcriptomes. We could also expect this approach to be very helpful in identifying positions of transposons within transcripts; repetitive nature and unpredictable insertion of transposons make their mapping in sequencing data particularly hard [14], and longer reads would make it easier.

Although Nanopore long-read sequencing has some limitations compared to short-read methods, such as the high error rate during the base-calling step, it is a user-friendly method allowing multiplex sequencing. Significant advantages of Nanopore have been successfully demonstrated in identifying novel transcript molecules and complex isoforms [13,15] or in quantifying long non-coding RNAs [16]. Moreover, thanks to its ability to perform rapid long-read sequencing analysis requiring minimal additional lab equipment or technical expertise, MinION has been used to diagnose viral diseases [17], as well as for users who would like to identify and quantify full-length transcripts, and are interested in differential gene expression. For example, MinION was used for the sequencing of human primary cardiac fibroblasts [18] and in the analysis of mechanisms of abdominal aortic aneurysm (AAA), a serious disease with a high mortality rate [19].

The primary aim of the present work was to estimate whether the number of reads obtained by sequencing using the ONT MinION platform is sufficient to characterize transcriptome changes in primary neuronal cultures (PNC) as a result of their activation by the application of PTX (an inhibitor of GABAergic synaptic transmission). If MinION provides enough reads, the secondary aim was to identify alternative splicing events happening as a result of PTX activation.

We chose the PTX activation model because a PTX-induced blockade of GABA and glycine receptors [20] causes a lack of inhibiting signals from interneurons resulting in neuronal excitation caused by excitatory postsynaptic potentials [3]. This is similar to what happens normally in the living brain, while other models of in vitro neuronal activation are less subtle. For example, commonly used KCl application simply causes depolarization of a whole neuron [21], while bath glutamine application stimulates extrasynaptic NMDA receptors rather than synaptic ones [22]. Another commonly used GABAR antagonist, bicuculline, also causes inhibitory interneuron blockade and action potential bursts in culture [22], but PTX is more stable than bicuculline [23].

We prepared 12 cDNA libraries from poly(A)+ RNA extracted from rat primary hippocampal neuron cultures. In this work, we used a specific approach to exclude uncapped mRNAs during the library preparation to enrich the samples with full-length transcripts. We then performed long-read sequencing on the MinION platform. Overall, 23,652 novel transcripts were identified. We also estimated differential gene expression at 30 min, 1 h, and 5 h time points after the PTX application by sequencing and performed PCR quantification of selected genes to confirm their differential expression.

## 2. Materials and Methods

Figure 1 summarizes the experimental design.

### 2.1. Primary Hippocampal Neuron Cultures and Their Activation with PTX

Primary neuronal cultures were prepared from the hippocampi of newborn Wistar rat pups based on previously reported protocols [24,25]. Briefly, the dissected hippocampi were trypsinised with 0.25% trypsin (MP Biomedicals, Solon, OH, USA), washed with sterile DMEM (PanEco, Moscow, Russia) containing 15 mM HEPES pH 7.0, and resuspended in the neurobasal medium (NBM; Gibco, Grand Island, NY, USA) supplemented with B27 (Thermo Fisher Scientific, Grand Island, NY, USA) and GlutaMAX (Thermo Fisher Scientific, Grand Island, NY, USA). After the cell clumps and debris were allowed to sediment, a portion of suspension was transferred to the new tube and its volume was replaced by fresh neurobasal medium (NBM) for 4–5 times. The cells were then counted and plated at a density of 250,000 cells per well on Poly-L-lysine hydrobromide 1 mg/mL (PanEco, Russia) coated 4-well plates (SPL Life Sciences, Pocheon-si, Republic of Korea). One hour after the cell plating, the medium was changed to fresh NBM. Hippocampal neurons were cultured in 1 mL of NBM for two weeks at 37 °C in a 5% CO_2_ incubator and supplemented with 1/3 of fresh medium every 3 days starting from DIV7. On DIV15, the PTX activation (the final concentration of PTX was 30 μM; PTX was dissolved in DMSO, Sigma-Aldrich, Saint-Quentin-Fallavier, France) was performed. Cells were incubated with PTX for either 30 min, 1 h, or 5 h before the cultures were harvested in QIAzol (Qiagen, Hilden, Germany) lysis reagent. Control samples had no PTX treatment.

### 2.2. Immunocytochemistry, Fluorescent Microscopy, and Image Processing

Immunocytochemical staining with antibodies to the α-subunit of CaM kinase II (CaMKIIα) was performed to identify the predominance of neuronal cells in the cellular composition and to confirm morphology stability after the PTX exposure.

On DIV15, primary neuronal cultures were fixed for 10 min with 4% neutral buffered formaldehyde solution (Biovitrum, St. Petersburg, Russia). Cells were washed twice for 5 min in 0.5 mL ice-cold phosphate-buffered saline (PBS). The cultures were treated with 0.1% PBS-Triton X100 solution and incubated for 15 min at room temperature on a shaker at 70 rpm. Each culture was washed three times for 5 min in 0.5 mL PBS. To block non-specific binding sites, cells were incubated for 1 h at RT in blocking solution (5% NGS in 0.05% PBST buffer) on a shaker at 70 rpm. An amount of 250 μL of the primary antibody solution CaMKIIα monoclonal antibody (clone 6G9, MA1-048; 1:500; Thermo Fisher Scientific, USA) in blocking solution was used for 1 h hybridization at RT on a shaker at 70 rpm. Each well was washed three times for 5 min in 0.5 mL PBST. All subsequent actions were carried out in the dark. For hybridization with secondary antibodies, each culture was covered with 250 μL of Alexa Fluor 546 Goat anti-mouse secondary antibody (Abcam 1/2000) and incubated at RT for 1 h. Each well was washed three times for 5 min in 0.5 mL PBST. PBST solution was replaced with DAPI solution (1/2000; Cell Signaling, Danvers, MA, USA) to stain the nuclei and incubated for 2 min, then washed twice for 2 min in 0.5 mL PBST. The mounting medium (Polysciences, Warrington, PA, USA) was applied to prepare slides for microscopy. Finally, slides were stored in the dark at +4 °C. Fluorescent microscopy was performed on Keyence BZ-9000E BioRevo (Keyence, Osaka, Japan) with oil immersion at ×60 microscope objective. Fiji software (ImageJ v.1.53p) was used for image processing.

### 2.3. RNA Isolation and Reverse Transcription

RNA isolation was carried out according to the improved method of RNA phenol-chloroform extraction [26,27]. All samples were treated with DNase I (Thermo Fisher Scientific, Carlsbad, CA, USA; 1 U/reaction) at 37 °C for 30 min, followed by enzyme inactivation at 70 °C for 20 min. Total RNA was then purified with Agencourt RNAClean XP beads (Beckman Coulter, Brea, CA, USA). Aliquots were taken as RT(-) controls for RT-qPCR. The RNA concentration was measured by estimating light absorption at 260 nm using NanoPhotometer^®^ N50 (IMPLEN, München, Germany). The RNA integrity number (RIN) was assessed on 2100 Bioanalyzer using Agilent RNA 6000 Pico Reagents and Chips (Agilent Technologies, Lithuania, Germany). 

In total, 150 ng of total RNA were reverse transcribed using MMLV RT Kit (Evrogen, Moscow, Russia) and random decamer primers. The resulting cDNA was diluted with three volumes of MQ water and used as a template for RT-qPCR.

### 2.4. RT-qPCR

We selected IEG *Fos* (Fos proto-oncogene) as the target gene, and *Osbp* (oxysterol binding protein) as the reference gene. Primer sequences are specified in the Table 1.

qPCR reactions were assembled using a qPCRmix-HS SYBR commercial kit (Evrogen, Russia) and incubated in CFX384 Touch Real-Time PCR System (Bio-Rad, Hercules, CA, USA). Reaction volume was 10 µL (8 µL master mix and 2 µL cDNA template). Three technical replicates were used for each sample. The following protocol for PCR was run:

95 °C for 5 min (once)
95 °C for 30 s, 63 °C for 30 s, 72 °C for 30 s (41 cycle)
Melt curve (65 °C to 95 °C, increment 0.5 °C for 5 s)

The results of qPCR were processed by CX Manager™ 3.1 Software (Bio-Rad, USA), and gene expression fold change was calculated in Microsoft Excel using the Pfaffl method [28]. Each experimental sample had its own corresponding control sample. Statistical analysis was performed using RStudio 1.4.11.06.

### 2.5. Full-Length Enriched cDNA Library Preparation for Oxford Nanopore Sequencing

To reverse transcribe RNA and amplify full-length cDNA, TeloPrime Full-Length cDNA Amplification kit V2 (Lexogen, Wien, Austria) was used according to the manufacturer’s protocol. This kit allows the selective reverse transcription of capped, poly(A)+ RNA molecules. For each sample, 250 ng of total RNA was taken. The concentration of the resulting cDNA was measured using a Qubit 2.0 fluorometer and Qubit dsDNA HS Assay kit (Thermo Fisher Scientific, Eugene, OR, USA). The quality of full-length cDNA was analyzed using 2100 Bioanalyzer and Agilent High Sensitivity DNA Reagents and Chips (Agilent Technologies, Lithuania, Germany). The average length of amplified cDNA was 1–3 kb.

For the preparation of barcoded cDNA libraries for Oxford Nanopore Sequencing, the Native Barcoding Expansion 1-12 (EXP-NBD104) and Ligation Sequencing Kit (SQK-LSK109) (Oxford Nanopore Technologies, Oxford, UK) were used according to the manufacturer’s protocol. Each library pool consisted of four barcoded samples (control, 30 min, 1 h, and 5 h of incubation with PTX) and corresponded to one biological replicate. The FLO-MIN106 (R9.4.1) flow cell was prepared and loaded using a commercial Ligation Sequencing Kit (SQK-LSK109) and Flow Cell Priming Kit (EXP-FLP002) (Oxford Nanopore Technologies, UK) according to the manufacturer’s protocol.

### 2.6. MinION Sequencing and Data Processing

Nanopore libraries were sequenced using a MinION Mk1B sequencing device with R9.4 flow cells. Sequencing was controlled and data were generated using ONT MinKNOW software (v3.4.12). Runs were terminated after 48 h and FAST5 files were generated.

### 2.7. Read Acquisition and Quality Control

Raw signal outputs from Oxford Nanopore Minion cells were basecalled and demultiplexed using Guppy software 5.0.16 [29]. Acquired reads were further trimmed from residual barcodes and library preparation adapter sequences using PoreChop [30] and quality-filtered using NanoFilt [31]. For NanoFilt, we used parameters *-q 10 -l 200 --headcrop 10 --maxlength 10,000*, to retain reads with a Q-score no less than 10, length no more than 10 kb, and cut low-quality starting bases.

### 2.8. Read Alignment and Counting

To align reads to the base mRatBN7 reference transcriptome (for the purpose of counting primary alignments as priority), we used minimap2 [32] with the following parameters: minimap2 -ax map-ont. To align reads to the custom transcriptome (for the purpose of estimating transcript abundance), we used minimap2 with parameters minimap2 -N 100 -p 1 -ax map-ont as recommended in [33,34]. Resulting BAM files were sorted using samtools [35] and used for read counting with Salmon ver 1.7.0 [36], with parameters suitable for long-reads: --libType A --noLengthCorrection --noErrorModel. Salmon counts were imported into the R programming environment and counted using the tximport package [37].To align reads to a reference genome (mRatBN7), we used minimap2 with the parameters *-ax splice -uf --cs --MD*. Splice junctions from the mRatBN7 GTF-file were added through the *--junc-bed* parameter. Genome-aligned reads were counted using FeatureCounts [38] with mRatBN7 annotation and parameters, allowing long-reads and read overlap: *-O --fraction -L --primary*. 

Calculations of primary-to-secondary alignment statistics and read percentages per various coverage thresholds were performed on BAM files using pysam [35,39,40] and GenomicFeatures R package [41], respectively, as well as custom scripts.

### 2.9. Transcriptome Assembly and Annotation

For custom transcriptome assembly, reads obtained from 20 cDNA libraries prepared from control and PTX-treated cultures used in similar experiments were used. For differential gene expression analysis, 12 of these libraries from the experiment with optimized PTX activation protocol were selected.

We compared four different methods of long-read transcriptome assembly: fFLAIR, relaxed and stringent mode [42], FLAMES [43], Stringtie2 [44], and Bambu [45], each with the default parameters. The effectiveness of these methods for a locus-level reconstruction of transcripts was assessed using GffCompare v0.11.7 [46] by directly comparing the raw output GTF from each assembly to Rn6 and mRatBN7 GTF files, subsetted to ~5600 most expressed genes based on the FeatureCounts output. We defined these most expressed genes as having at least five reads in each condition analyzed (Control, 30 min, 60 min, 5 h). The GTF file from the most effective method at reconstructing mRatBN7 transcripts was used to create the final comprehensive GTF file by merging it with full mRatBN7 GTF and excluding redundant entries (GffCompare with parameters -D -S --strict-match -C). Corresponding transcript sequences for this GTF, obtained by gffread [46], were used as a reference for mapping with minimap2, indexing, and read counting with Salmon. 

Protein domain annotation was performed using Conserved Domain Database (CDD) as a resource and command cddsearch, filtering results on only PFAM domains. For the repeat-family search, we used the Dfam database [47] and the program *hmmer* with parameters *--incE 0.0000000001 --dna* on all novel transcripts using a table of hits (*--tblout*) as an output. Coding potential analysis was performed using CPAT [48]. 

### 2.10. Differential Gene Expression Analysis, Visualization and Gene Ontology Analysis, and Differential Transcript Usage Analysis

Gene-level differential expression was analyzed using DESeq2 R-package [49] on transcript counts/abundances, obtained with Salmon. Adjusted *p*-values < 0.05 for the 30 min time point and <0.1 for 1 h and 5 h time points were used. (We found no DEGs with adjusted *p*-value < 0.05 at 1 h and 5 h, so we decided to use a relaxed *p*-value threshold to identify trends in gene expression at these time points).

Gene Ontology/KEGG category search was performed using clusterProfiler R-package [50], with adjusted *p*-value < 0.05. Ribosomal and endocytic KEGG pathways were visualized with the Pathview [51] webpage. Gene expression visualizations were performed using R-packages ggplot2, ComplexHeatmap [52], and VennDiagramm [53]. Regularized logarithm expression values were used for constructing gene- and family-level TE Heatmaps.

Differential transcript usage (DTU) was assessed with IsoformSwitchAnalyzer [37,54,55] on the same Salmon-generated counts.

### 2.11. Digital PCR

To verify the results obtained by Oxford Nanopore Sequencing, cDNA samples obtained using a TeloPrime kit were tested by QIAcuity digital PCR (dPCR). Expression levels of genes *Rps3a* (Ribosomal protein S3A), *Rps8* (Ribosomal protein S8), *Rack1* (Receptor for activated C kinase 1), and *Rpl15* (Ribosomal protein L15) were estimated in “control” and “30 min PTX” samples. *Hprt* (hypoxanthine phosphoribosyltransferase 1) was chosen as the reference gene because its expression showed the least difference between groups in our sequencing data from this and other experiments performed in the laboratory. Additionally, probes were designed for the multiplex analysis. The following fluorophores were used for probes: *Rps3a*—ROX, *Rps8*—Cy5, *Rack1*—TAMRA, *Rpl15*—ROX, *Hprt*—FAM.

Primer pairs and probes are shown in Table 2.

The genes listed above are highly expressed. Since the dPCR lower detection limit is 1 target copy per 1 μL of the reaction mixture, optimal dilutions for these abundant targets were selected based on the preliminary experiments. We aimed to register no more than 25% positive events in each sample. 

RT(-) and “no template” control samples were processed in the same plate with experimental samples. The total pre-mix volume was 12 μL (3 μL 4 × concentrated Master Mix (Qiagen, Germany), 2 μL template DNA, forward and reverse primers to the final concentration 0,8 µM, probes to the final concentration 0,4 µM, 5,07 μL nuclease-free water). Sample mixes were transferred to the Nanoplate 8.5K 24-well (Qiagen, Germany) and coated with a rubber seal (Qiagen, Germany) using the roller. Each sample had three technical replicates. The nanoplate was gently transferred to the QIAcuity One 5plex thermal cycler amplifier (Qiagen, Germany), and the following protocol for PCR was run:

95 °C for 2 min—PCR initial heat activation; once
95 °C for 30 s, 60 °C for 30 s—amplification for 45 cycles
40 °C for 5 min—cooling; once

Imaging was performed with the following parameters: Exposure duration/Gain: green channel—500 ms/6, yellow channel—500 ms/6, orange channel—400 ms/12, red channel—300 ms/8, crimson channel—400 ms/16.

Raw dPCR data (template DNA copy number per μL) were obtained with QIAcuity Software Suite v. 1.2 (Qiagen, Germany). Thresholds were automatically identified by the software for each fluorescent channel. Proportional change in genes expression for “Control” and “30 min PTX” groups normalized to the control group value was then calculated in Microsoft Excel. The number of cDNA copies for each gene of interest was normalized to the average number of *Hprt* cDNA copies in the same sample. 

## 3. Results

### 3.1. Fos Expression Level Increases after the PTX Application

To verify the PTX effect on PNC and standardize the samples before the preparation of cDNA libraries for sequencing, we measured the expression of *Fos*, a well-known immediate early gene associated with neuronal plasticity [56]. *Fos* expression level in activated cultures was evaluated by RT-qPCR. Figure 2 shows *Fos* expression dynamics in primary neuronal cultures activated with PTX. Incubation with PTX causes a sharp increase in *Fos* expression apparent by the 30th minute; increased *Fos* expression is maintained for at least an hour after the PTX application but shows some decrease at the 5 h time point.

### 3.2. Custom Transcriptiome Assembly Based on the Sequencing Data

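Primary rat hippocampal neuronal cultures were treated at day 15 in vitro with 30 µM PTX, an antagonist of GABA(A) and glycine receptors, for 30 min, 60 min or 5 h, or were left untreated as a control, and each of these 4 conditions was sequenced in 5 libraries. According to the Methods, each pool held 1 barcoded library of each condition and corresponded to 1 biological replicate, so that the replicate number is also the number of the pool and of its flow cell. The authors deposited gene counts normalized for sequencing depth, in which the counts from Salmon and tximport had been divided by 1 size factor per library. Every value above 0 (100% of them, within a tolerance of 0.01) was a whole multiple of the smallest value of its library, and whole counts were recovered from these steps. The recovered counts added up to between 2047095 and 16037537 per library, with a median of 5877582. The size factors, taken as the reciprocals of these steps, ranged from 0.207 to 2.23. Between 6494 and 17307 genes had at least 1 count in a library, and the 10 genes with the highest counts held between 13.3% and 40.9% of its counts. A floor of 3 counts is the upper 95% limit for a gene without a count if counts are independent reads. It corresponded to a normalized count between 1.35 and 14.5, the highest value being that of the control of replicate 4. The sample labels give "No response" as the result of the treatment in replicates 4 and 5.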

In total, we sequenced 20 cDNA libraries (from PTX-treated and untreated cultures), prepared with Lexogen TeloPrime v2 Kit. Average length of reads per sample ranged from 1000 to 2600 nt., with the average Phred score being approximately 20 (Supplementary Table S1). To further check the length of acquired cDNA in comparison to reference transcripts, we aligned reads to the mRatBN7 transcriptome assembly (Figure 3a,b) and then calculated the “primary” alignment (either unique, or best alignments across multiple hits) statistics of their sequence similarity to the reference (Figure 3a). In total, 99% of reads in each sample had at least one primary alignment assigned (Supplementary Table S1). After averaging the data across all samples, we found that only 63% of primary alignments were covering more or equal to 80% length of corresponding reference transcripts (Figure 3b). Analysis of reference coverages at different similarity thresholds showed that transcripts coverage lowered linearly down to 46% of all reads at 0.9 (full coverage by read), thus suggesting that only half of all reads could possibly be full-length. Read-to-transcript similarity at 0.9 (full “inclusion” of read in reference) also dropped to only 70% of all reads (Figure 3c). This suggests that, despite being only a part of a reference sequence, the rest of them (10–30%) could contain additional information from the same or similar loci, not yet present in the current base transcriptome.

To examine this possibility, we used reads from all 20 samples to prepare several different transcriptome assemblies using four distinct long-read assembly pipelines (Figure 3d): FLAIR, relaxed, and stringent mode [42], FLAMES [43], StringTie2 [44], and Bambu [45]. To choose the best performing assembly pipeline, we compared transcript models from each one to reference models of transcripts from the ~6k most abundantly expressed genes, using the locus-level statistic of GffCompare [46]. As our experiment was spread over a long period of time, we performed this step twice: first with Rn6 (Supplementary Figure S1) and later with mRatBN7 genome (Figure 3d) versions and for our final mRatBN7-based transcriptome compared only FLAIR stringent, FLAMES, and Stringtie2 methods (see the Section 2). We did not recreate our analysis with the Bambu transcriptome on the mRatBN7 genome basis, because at the time our experiment was performed, the Bambu pipeline lacked a standalone GTF output (not merged with reference) and thus was not suited for this comparison. For the rest of the analysis, we chose the FLAIR stringent pipeline, due to its second best score in sensitivity, comparable only to the same model with relaxed criteria (with Rn6 genome) and the best one with mRatBN7, while maintaining a decent precision level. As an additional consideration, we have taken into account the detection of novel intergenic transcripts/loci, which were consistently assembled by three different methods (FLAIR, Stringtie, Bambu), but not detected by FLAMES (Supplementary Table S1). 

We combined the resulting assembly with mRatBN7 base transcriptome and excluded redundant transcripts, which in the end gave us 73,728 transcripts in total, out of which 23,652 were novel. At the next step, we classified these transcripts using GffCompare software v0.11.7 [46], which assigns them distinct codes based on the difference in splicing when compared to known transcripts (Figure 4a). 

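The table of normalized counts over the 20 libraries listed 18897 genes of the custom annotation, of which 13874 had an Ensembl ID and 5023 (26.6%) were loci named only by their position. The loci without an Ensembl ID had a median of 24 counts in total over the 20 libraries, against 85 for the genes with an Ensembl ID. Among these loci, 3883 (77.3%) had fewer than 100 counts in total, and 603 had a count in all 20 libraries, as did 3138 genes with an Ensembl ID. Together they held 7.94% of all counts, and 44.4% of their counts fell on the 10 loci with the highest counts. Their share of the counts of a single library ranged from 6.54% to 10.2%. Only 5 of them lay on the mitochondrial chromosome. The number of such loci with at least 1 count was between 1173 and 4494 per library. Classes of assembled transcripts were not analysed here, because the table gives 1 value per gene.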

The majority of assembled transcripts were different from the reference only in splice junctions (~10,000; code “j”); less abundant groups were novel isoforms containing new retained introns (codes “m”, “n”), transcripts with the same structure but end length difference (“=−”,”=+”), and completely novel loci (2000–3000 each, Figure 4a). Protein-size ORFs were detected in most of the new isoforms, suggesting that these transcripts likely encode protein sequences (Figure 4b), with the notable exception of “novel loci” that either included only small ORFs or were noncoding. Protein domain frequency analysis (PFAM) [57,58] in each transcript group (Figure 4c,d) showed the unexpected abundance of the RNA-binding domain (RRM_1) hits among new transcripts; RRM_1 was among the top five most frequent unique (one per transcript) domains per group. To further examine this possibility, we performed hypergeometric testing on domain counts and found significant overrepresentation of RRM_1 among all five novel groups (Benjamini–Hochberg *p*.adjusted < 0.05), while no significance was shown for baseline mRatBN7 (“Full match”) transcripts.

### 3.3. The Majority of Novel Loci Transcripts Are Transposon-Related

Despite the low coding probability of most of the novel loci, some of them also harbored known protein domains (Figure 4d). Notably, we observed among them MLVIN_C (murine leukemia virus integrase C-terminal domain) and TLV-coat (viral surface polyprotein) domains, suggesting their transposon or endogenous retrovirus heritage. 

To examine this possibility, we analyzed the presence of repeat-related sequences from the DFAM database across the transcripts of all groups. We observed a large predominance of repeat-related sequences in the “novel loci” group (Figure 5a), while a much lower number was found for other groups, with the only exception being the “novel junctions” group due to its initially high number of transcripts. The percent of repeat-containing transcripts (Figure 5b, shown in red and blue) was noticeably higher for all subgroups of the “novel loci” group, with the “novel junctions” subgroup of the “novel isoforms” group having the lowest number of repeats. Interestingly, the vast majority of all repeat hits per transcript mapped to 3’-UTR regions for each group with significant coding probability. The “novel loci” group had no such noticeable distinction (Figure 5c). This may be explained by most of the “novel loci” transcripts having larger numbers of very short nonproductive ORFs.

### 3.4. 30-Minute PTX Incubation Leads to Massive Ribosomal Gene Downregulation in Neuronal Cultures

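The mean of the normalized counts over the 12 libraries of replicates 1 to 3 was 0.960 times the base mean in the paper's Supplementary Table S1 for each of the 1850 gene IDs compared, and these libraries were taken as the 12 of the comparison. Their total counts ranged from 2928731 to 16037537, with a median of 5139474 in the control and 4204255 at 30 min. Genes were kept by edgeR's filterByExpr function (minimum count 10, minimum total 15), which left 8998 genes. Differences from the control were tested with limma on the log2 of the normalized count after adding a pseudocount of 1, with the 4 conditions in one model, and p-values were adjusted by the Benjamini-Hochberg method. The number of genes with at least 1 count was 8711 ± 2140 (SD, n = 3) in the control and 16045 ± 1347 (SD, n = 3) at 30 min. It was higher by 7334 genes on average at 30 min than in the same-numbered control, in 3 of 3 pairs (two-sided exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Over all 5 replicates, with replicates 4 and 5 included, it was higher by 5514 genes on average, in 5 of 5 pairs (same exact permutation test, p = 0.0625, the smallest that 5 pairs allow). When each library was thinned at random to 2000000 counts, the controls of replicates 1, 2 and 3 showed 6533, 9164 and 5068 genes and the libraries at 30 min showed 15383, 15209 and 10202. At 60 min, 15368, 15368 and 5154 genes were detected at this depth, and at 5 h, 14823, 9014 and 5000. Replicates 4 and 5 showed 6507 and 6736 genes in the control and 7452 and 7044 at 30 min.

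**Figure D1:**
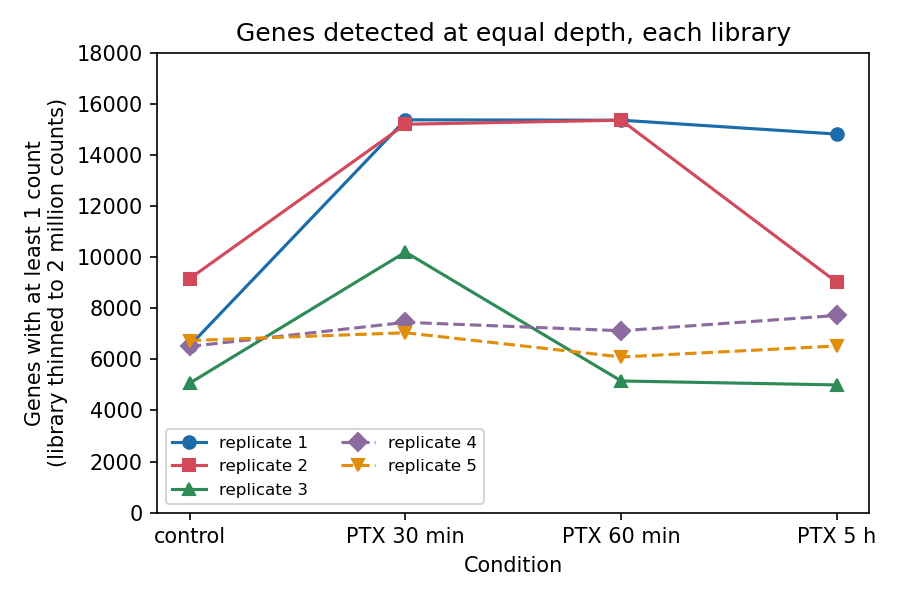
Number of genes with at least 1 count (vertical axis) in each of the 20 libraries after thinning to 2000000 counts, by condition (horizontal axis), with 1 line per replicate, solid for replicates 1 to 3 and dashed for replicates 4 and 5. At 30 min the libraries of replicates 1, 2 and 3 lie at 15383, 15209 and 10202 genes, and those of replicates 4 and 5 at 7452 and 7044.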

Using our custom new assembly as a reference, we performed differential expression analysis of samples chemically activated by PTX and fixed at different time points (30 min, 60 min, 5 h after the activation; three samples per each time point including the control; 12 libraries in total). 

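At the thresholds of the Methods (adjusted p-value below 0.05 at 30 min and below 0.1 at 60 min and 5 h), limma with Benjamini-Hochberg adjustment found 0 DEGs at 30 min, 2 at 60 min and 2 at 5 h when the replicate number was not used, although 1782, 528 and 133 genes had an unadjusted p-value below 0.05. The genes were *Rasl11a* and *Crem* at 60 min and *Crem* and *Bdnf* at 5 h, all upregulated. With the replicate as a block in the same limma model, there were 2330 DEGs at 30 min (1862 upregulated and 468 downregulated), 43 at 60 min, all upregulated, and 5 at 5 h (4 upregulated and 1 downregulated). This model was chosen after the values had been seen. The 5 DEGs at 5 h, also singled out after their values were seen, were *Bdnf*, *Crem*, *Rgs2*, *Pacsin2* and a downregulated gene without a symbol, ENSRNOG00000026055 (log2 fold change −2.33). Whether libraries of the same replicate number resembled each other was checked by correlating them after the condition means had been removed. The mean correlation was 0.39 over the 18 pairs of libraries with the same number, but 0.24 over the 3 pairs of a control and a library at 30 min. DESeq2 with the replicate block gave 1754 DEGs at 30 min (1079 upregulated and 675 downregulated), 464 at 60 min (238 upregulated and 226 downregulated) and 22 at 5 h (19 upregulated and 3 downregulated), and DESeq2 without it gave 19, 13 and 3. The limma and DESeq2 models with the block shared 1466 DEGs at 30 min, 42 at 60 min and 5 at 5 h. Of the DEGs at 30 min, 390 were also DEGs at 60 min in DESeq2 with the block. The setting that moved the number at 30 min most was scaling by library totals with the replicate block, a combination chosen after the values had been seen, which gave 5586 (5529 upregulated and 57 downregulated). At 60 min, leaving out replicate 3 gave 2348 DEGs without the block. With all 20 libraries, replicates 4 and 5 included, 0, 0 and 0 DEGs were found at 30 min, 60 min and 5 h without the block (620, 193 and 105 genes at an unadjusted p-value below 0.05), and 35, 12 and 4 with it. The median log2 fold change of all 8998 genes was 1.39 at 30 min, 0.85 at 60 min and 0.42 at 5 h with the authors' size factors, and 2.37 at 30 min when libraries were scaled by their totals instead, so the changes of gene sets are also given relative to the median of all genes.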

Unexpectedly, we found that a large total number of DEGs could be detected as early as 30 min (1278 genes upregulated, 800 downregulated, *p*.adj < 0.05), but that number abruptly dropped to 446 at 60 min; at 5 h, only 13 DEGs were identified (Figure 6a,b). 

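Among the early response genes, *Fos*, *Npas4*, *Jun*, *Gadd45b* and *Gadd45g* were paired with an Ensembl ID by the paper's supplement and could be followed in the table of normalized counts. The 3 controls held 3, 0 and 0 counts of *Fos* (ENSRNOG00000008015), a mean normalized count of 1.56 ± 2.71 (SD, n = 3). The mean was 62.9 ± 47.1 (SD, n = 3) at 30 min, 65.7 ± 78.2 at 60 min and 21.7 ± 34.4 at 5 h. It was 15.4-fold higher than the mean floor of the controls at 30 min and 16.1-fold higher at 60 min. These folds are not lower bounds, because the floor is no upper limit for the control with 3 counts. The log2 fold change at 30 min was 4.85 (standard error 1.31, adjusted p = 0.251 from limma with Benjamini-Hochberg adjustment), with an increase in 3 of 3 same-numbered pairs. With the replicate block, the standard error was 0.76 and the adjusted p-value 0.00326, within a range from 6.53e-05 to 1.00 over the alternatives. Over all 5 replicates, with replicates 4 and 5 included, *Fos* was at 6.58 ± 7.80 (SD, n = 5) in the control and 62.7 ± 53.0 at 30 min, and it rose in 4 of 5 pairs. No control held a count of *Npas4* (ENSRNOG00000020009), replicates 4 and 5 included. Its normalized count was 10.7 ± 7.37 (SD, n = 3) at 30 min, 11.0 ± 11.4 at 60 min and 9.68 ± 14.3 at 5 h. These means were 2.63-fold, 2.71-fold and 2.37-fold higher than the mean floor of the controls. The mean at 5 h rests on replicate 1, with 38 counts against 2 and 1 in replicates 2 and 3. At 60 min replicate 3 also held 1 count. *Jun* (ENSRNOG00000026293), with at most 1 count in each of the controls of replicates 1 to 3, was at 11.6 ± 7.15 (SD, n = 3) at 30 min. It was at 10.9 ± 10.4 at 60 min, with 0 counts in replicate 3, and at 6.21 ± 4.70 at 5 h. *Gadd45b* (ENSRNOG00000019822), also with at most 1 count in each of the 3 controls, was at 20.0 ± 15.5 (SD, n = 3) at 30 min, 16.6 ± 15.2 at 60 min and 39.2 ± 55.7 at 5 h. Its highest mean came at 5 h, with an SD above the mean. *Jun* and *Gadd45b* rose in 3 of 3 pairs at 30 min but in neither replicate 4 nor replicate 5. *Gadd45g* (ENSRNOG00000013090) rose from 75.1 ± 39.8 (SD, n = 3) in the control to 384 ± 83.1 at 30 min and 808 ± 440 at 60 min, and was at 273 ± 148 at 5 h. Its log2 fold change was 2.49 at 30 min and 3.38 at 60 min (standard error 0.63 for each, adjusted p = 0.251 and adjusted p = 0.108 from limma), with an increase in 3 of 3 pairs at each time. Over all 5 replicates, replicates 4 and 5 included, *Gadd45g* was at 82.4 ± 49.7 (SD, n = 5) in the control and 278 ± 177 at 30 min, with an increase in 4 of 5 pairs. In limma without the replicate block, 0 of the 5 genes passed the threshold at any time, with log2 fold changes at 30 min between 2.49 and 4.85. With the block, 5 of the 5 passed at 30 min and 2 at 60 min, *Fos* and *Gadd45g*.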

Examination of known early response genes (IEGs) to gauge the extent of neuronal activation (Figure 6c, Supplementary Figure S2) also showed their peak expression at 30 min, which is concordant with the previous data [59,60], with the only exception being *Gadd45* family (Figure 6c). 

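*Bdnf* (ENSRNOG00000047466), which encodes a neurotrophin, had a normalized count of 14.1 ± 13.7 (SD, n = 3) in the control, 80.7 ± 37.3 at 30 min, 117 ± 68.8 at 60 min and 887 ± 237 at 5 h. Its log2 fold change at 5 h was 6.26 (standard error 0.72, adjusted p = 0.000958 from limma with Benjamini-Hochberg adjustment), and it lay between 5.52 and 6.85 over the 26 alternatives, with adjusted p-values from 1.37e-17 to 1.00, the highest with all 20 libraries without the block. Where the controls held 0 counts of *Bdnf*, in replicates 4 and 5, its normalized count at 5 h was 285 and 25.8, and the mean over all 5 replicates was 594 ± 444 (SD, n = 5). *Crem* (ENSRNOG00000014900) rose from 5.65 ± 2.27 (SD, n = 3) in the control to 85.3 ± 30.9 at 30 min, 144 ± 51.8 at 60 min and 294 ± 351 at 5 h, with a log2 fold change of 4.44 at 60 min (standard error 0.73, adjusted p = 0.0991 from limma) and 4.82 at 5 h (adjusted p = 0.0213 from limma). In replicate 5, *Crem* went from 20 counts in the control to 0 at 30 min and 4 at 60 min, while in replicate 4 its 1, 1 and 2 counts were too few to give a direction. It rose at 5 h in both. *Rasl11a* (ENSRNOG00000000956) went from 17.6 ± 10.4 (SD, n = 3) in the control to 164 ± 28.3 at 30 min, 184 ± 46.2 at 60 min and 41.2 ± 20.7 at 5 h. At 60 min its log2 fold change was 3.49 (standard error 0.60, adjusted p = 0.0991 from limma), with an increase in 5 of 5 pairs, replicates 4 and 5 included, although that of replicate 5 rests on 7 and 8 counts. *Rgs2* (ENSRNOG00000003687) rose in 5 of 5 pairs at each time, replicates 4 and 5 included, with log2 fold changes of 3.13, 3.86 and 4.10 over replicates 1 to 3. At 5 h its adjusted p-value from limma was 0.997 without the replicate block and 6.41e-05 with it, within a range from 9.54e-10 to 1.00 over the alternatives. *Pacsin2* (ENSRNOG00000009756), with at most 1 count in each control of replicates 1 to 3, was at 5 h 5.96-fold higher than the mean floor of the controls. *Adcyap1r1* (ENSRNOG00000012098), with as few counts, was 10.03-fold higher than that floor in the mean. It rose in 2 of 3 pairs, since replicate 3 held 0 counts of it at 5 h. The floor is no upper limit where a control held a count, so these folds are not lower bounds. *Plk2* (ENSRNOG00000011951) had log2 fold changes of 0.47, 2.41 and 3.08 at the 3 times, the earliest of which changed sign when replicate 2 was left out. *Id3* (ENSRNOG00000026124) was lower than the control in 3 of 3 pairs at each time, with log2 fold changes of −2.04, −1.39 and −1.87, of which the value at 60 min changed sign when libraries were scaled by their totals in edgeR. It was also lower in replicates 4 and 5 at 30 min, but higher there at 60 min and 5 h.

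**Figure D2:**
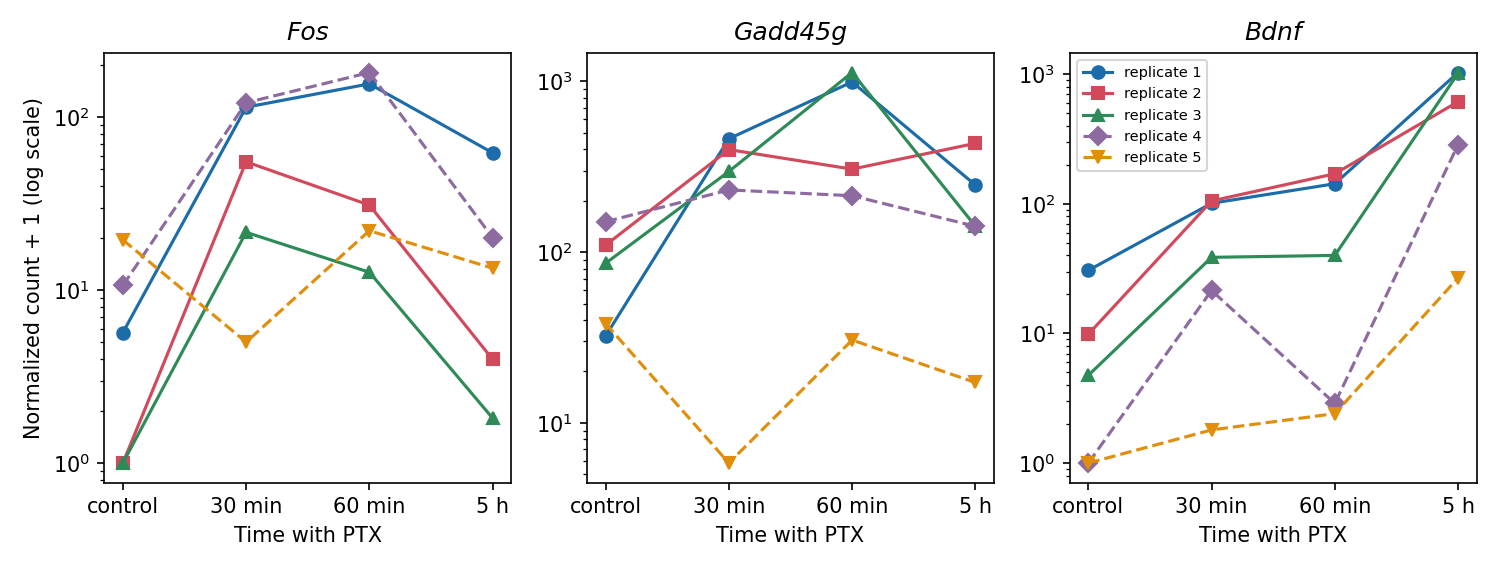
Normalized count plus 1 (vertical axis, log scale) of *Fos*, *Gadd45g* and *Bdnf* in each library, by time with PTX (horizontal axis), with 1 line per replicate, solid for replicates 1 to 3 and dashed for replicates 4 and 5. *Bdnf* at 5 h lies at 1031, 613 and 1017 in replicates 1, 2 and 3 and at 285 and 25.8 in replicates 4 and 5.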

Despite the very low number of late response genes, we also observed some very well-known participants in neuronal activity at later stages, like *Bdnf* [61].

To profile the functions of numerous genes differentially expressed at 30 min after the PTX application, we performed Gene Ontology [62,63] (Figure 7a) and KEGG-pathway [64] (Supplementary Figure S3) analyses. Surprisingly, we found that top GO categories for both up- and downregulated genes were directly related to protein metabolism. More specifically, genes associated with protein transport and localization were upregulated while ribosomal ones were downregulated (Figure 7a). 

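Of the genes named in Fig. 7c, 9 of the transport panel and 7 of the localization panel were paired with an Ensembl ID and tested. The figure shows the top DEGs of each category by log2 fold change, called from libraries that are also used here. The sign and size of the changes at 30 min therefore restate that selection, here and for the ATP metabolism and endocytosis panels. At 30 min, the 9 transport genes had limma log2 fold changes between 2.96 and 4.06 (median 3.33), all above 0, although 2 of them turned negative when the number of genes detected was added as a covariate beside the replicate block. The 7 localization genes lay between 3.66 and 4.83 (median 4.26), also all above 0, and 2 of these turned negative under the same covariate. The 5 ribosomal genes of the panel lay between −1.99 and −1.76 (median −1.83), all below 0, but 1 of them turned positive with cyclic loess normalization. In limma without the replicate block, 0 of the 21 genes passed an adjusted p-value of 0.05. With the block, 7 transport, 7 localization and 5 ribosomal genes passed. The covariate model was chosen after the values had been seen.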

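Of the ribosomal protein genes of Fig. 7b, 56 symbols were paired with an Ensembl ID by the paper's supplement, giving 59 IDs. All of these are genes that the paper lists as downregulated, since none of those drawn as unchanged had an ID, so the set leans toward the paper's own calls. *Rpl35a*, *Rps4x* and *Rps27a* have 2 IDs each, and the split of reads between them is uncertain. With the authors' size factors the median log2 fold change of the 59 IDs at 30 min was −1.59 (−2.97 relative to the median of all genes) and 59 of 59 were below 0, whereas with libraries scaled by their totals in limma the median was −0.24 and 12 of the 59 were above 0. The set ranked below the other genes with a p-value of 0.0329 from limma's camera test, or 0.0571 after Benjamini-Hochberg adjustment over the 3 gene sets tested, and the unadjusted p-value ranged from 9.91e-46 to 0.589 over the alternatives. The alternative that moved the median most was cyclic loess normalization, which gave −0.17. In limma, 0 of the 59 genes passed an adjusted p-value of 0.05 without the replicate block, whether adjusted over all genes or over the list alone, and 27 had an unadjusted p-value below 0.05. With the block, 56 passed when adjusted over all genes and 59 over the list alone. The 59 IDs held 9.40% ± 1.94 (SD, n = 3) of the counts in the control and 7.56% ± 0.574 at 30 min. The mean difference from the same-numbered control was −1.84 percentage points (SD 1.37), with a lower share in 3 of 3 pairs (two-sided exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Over all 5 replicates the mean difference was −0.923 (SD 1.59), with a lower share in replicates 1 to 3 and a higher one in replicates 4 and 5 (same exact permutation test, p = 0.3125). *Rps3a* (ENSRNOG00000011893) had a log2 fold change of −1.84 (standard error 0.92, adjusted p = 0.253 from limma), *Rack1* (ENSRNOG00000052620) of −1.63 (standard error 0.76, adjusted p = 0.251 from limma) and *Rpl15* (ENSRNOG00000008140) of −1.95 (standard error 0.67, adjusted p = 0.251 from limma), each lower in 3 of 3 pairs and under every alternative. *Rpl15* rose in both pairs of replicates 4 and 5, and *Rps3a* and *Rack1* each in 1 of them. With the replicate block, a model chosen after the values had been seen, the adjusted p-values from limma were 0.0256 for *Rps3a*, 0.0326 for *Rack1* and 0.0207 for *Rpl15*. Over the alternatives the adjusted p-value of each went up to 0.9997.

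**Figure D3:**
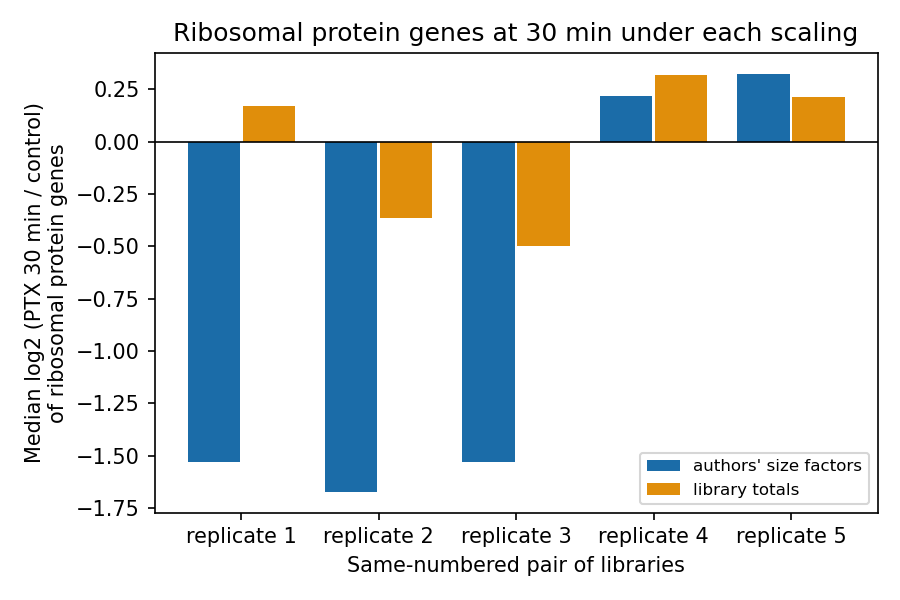
Median log2 ratio of PTX 30 min to control over the 59 ribosomal protein IDs (vertical axis) in each same-numbered pair of libraries (horizontal axis), with bars for the authors' size factors and for library totals. With size factors the medians are −1.53, −1.67 and −1.53 in replicates 1, 2 and 3 and 0.22 and 0.32 in replicates 4 and 5, and with library totals that of replicate 1 turns positive (0.17) while those of replicates 2 and 3 are −0.37 and −0.50.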

In the case of ribosomal proteins, expression change was evident for more than half of all existing genes in the pathway (Figure 7b,c), even if their mean fold change was noticeably lower (~1–2) than for the upregulated group (Figure 7a). 

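For ATP metabolism, 35 genes of the respiratory chain and ATP synthase with an Ensembl ID were taken as a set. The symbols were chosen before the data were examined, but the IDs came from the paper's lists of DEGs. These were called from libraries that are also used here, and genes not called could not enter. The sign of the change at 30 min and the rank of the set are therefore in large part given by that selection. The median log2 fold change of the set at 30 min was −1.17 with the authors' size factors (−2.55 relative to the median of all genes), with 35 of 35 below 0. It was 0.18 with 25 of 35 above 0 when libraries were scaled by their totals in limma. The p-value of the set from limma's camera test was 0.0381 (0.0571 after Benjamini-Hochberg adjustment over the 3 sets), and it ranged from 2.38e-28 to 0.714 over the alternatives. The set held 2.37% ± 0.480 (SD, n = 3) of the counts in the control and 2.32% ± 0.507 at 30 min. The mean difference between same-numbered libraries was −0.0521 percentage points (SD 0.0744), with a lower share in 2 pairs and a higher one in 1 (two-sided exact sign-flip permutation test, p = 0.5). Over all 5 replicates, with replicates 4 and 5 included, the mean difference was 0.0490 percentage points (same exact permutation test, p = 0.625). The 9 ATP metabolism genes of Fig. 7c with an ID had log2 fold changes between −1.79 and −1.32 (median −1.58), and 1 of the 9 was positive with library totals, with cyclic loess normalization or with all 20 libraries, and 4 of the 9 with the covariate of genes detected beside the block, chosen after the values had been seen. In limma, 0 of these 9 genes passed an adjusted p-value of 0.05 without the replicate block and 6 did with it.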

We also noticed downregulation of genes related to ATP metabolism, mostly represented by mitochondrial genes highly expressed at baseline (Figure 7c). 

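The endocytosis set, families of the KEGG endocytosis map chosen by symbol before the data were examined, had 40 IDs. The IDs came from the paper's lists of DEGs, called from libraries that are also used here, so genes not called could not enter. The direction of the set at 30 min in replicates 1, 2 and 3 therefore in large part restates that selection. The median log2 fold change of the set at 30 min was 2.94 (1.55 relative to the median of all genes), with 34 of 40 above 0 in limma. Scaling by library totals did not turn this median. Among genes with at least 10 counts in every library, which left 7 of the 40, the median was −1.10. That filter removes genes that rise from few control counts, so it cannot test the rise. The p-value of the set from limma's camera test was 0.497, and it ranged from 0.00172 to 0.542 over the alternatives. In the same-numbered pairs of replicates 1, 2 and 3 the median log2 ratio was 2.70, 2.05 and 2.66, with 34 of the 40 IDs above 0 in each pair. In replicates 4 and 5 it was 0.19 and 0.030. The 10 endocytosis genes of Fig. 7c with an ID had log2 fold changes between 3.13 and 5.12 (median 3.72), none of which changed sign under any alternative that kept them, and 10 of the 10 passed an adjusted p-value of 0.05 in limma with the replicate block, but 0 without it.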

Endocytosis pathway genes underwent massive expression level changes as well, with most genes in the pathway being upregulated (Supplementary Figure S3; Figure 7c).

For a few selected genes encoding ribosome and ribosome-associated proteins, their downregulation in neuronal cultures exposed to PTX for 30 min was confirmed with dPCR (Supplementary Figure S5).

### 3.5. 30-Minute PTX Incubation Does Not Cause Notable Increase in Alternative Splicing

Finally, we attempted to analyze differential transcript usage (DTU) as a result of PTX treatment (Supplementary Table S1). Unexpectedly, we only detected minor changes at all time points (16, 16, and 4 affected isoforms in 30 min, 60 min, and 5 h, respectively (Figure 8a)). However, there was a noticeable transcript switching for *Gabrb1* gene (Figure 8c). This gene encodes GABAR subunit β1, and GABAR is a direct target of PTX.

## 4. Discussion

In this study, we performed long cDNA library preparation and Oxford Nanopore sequencing of RNA extracted from rat neuronal cultures to expand the knowledge of rat neuronal transcriptome and its changes in response to neuronal activity. We identified a relatively high number of transcripts that were not reported previously. We found that most of these transcripts either showed only a minor difference from the currently used mRatBN7 transcriptome assembly (primarily in splice junctions), or belonged to entirely novel, transposon-derived, and largely non-coding loci. Such results could indicate that long-read sequencing is still able to provide new information about the variable length of known exons or whole transcripts. In our case, the results could be biased towards neuron-specific isoforms since we performed our experiments exclusively on neuronal cultures. Nevertheless, we should note that an abundance of predominantly small-length (novel junctions) transcript variations could also be partly caused by known Oxford Nanopore high sequencing error rate [66].

Concerning transposon transcripts, neurons are known to abundantly express various mobile elements, including L1, in non-pathological conditions [6], and in our experiment L1 sequences were particularly enriched in the “novel loci” group compared to all other groups (Figure 5a). L1 mRNA is also known to be polyadenylated [67], similarly to some long non-coding RNAs [68], which could also explain the observed abundance of various non-coding and/or transposon sequences even after the poly(A)+ enrichment.

To examine the potential of the Oxford Nanopore sequencing method to detect gene expression changes associated with neuronal activity, we applied this method to examine neuronal cultures at different time points after PTX application, and, surprisingly, observed massive differential gene expression as early as 30 min after the activation. This transcriptional shift coincided with peak expression of classical neuronal activity markers—IEGs [59,60], and, according to Gene Ontology analysis, mainly involved genes regulating protein metabolism. This early transcription upregulation already showed signs of returning to baseline at the 1 h time point. 

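The 1202 gene IDs that the paper's supplement lists as upregulated at 30 min had a median log2 fold change of 2.92 at 30 min, 1.79 at 60 min and 1.18 at 5 h in limma. Of these IDs, 98.3% were still above the control at 60 min and 91.9% at 5 h. The 648 IDs used from those listed as downregulated had medians of −1.40, −0.96 and −0.32. In replicates 1, 2 and 3 their median log2 ratio was −1.48, −1.27 and −0.14 at 60 min and −1.36, 0.07 and 0.41 at 5 h. With libraries scaled by their totals, it was 0.22, −0.11 and −0.20 at 30 min and 0.29, 0.07 and −0.17 at 60 min. The replicates differed at the later times. At 60 min, the median log2 ratio of the upregulated IDs to the same-numbered control was 2.67 in replicate 1 and 2.05 in replicate 2 and was 0 in replicate 3. At 5 h it was 2.54 in replicate 1, 0.47 in replicate 2 and 0 in replicate 3. In replicates 4 and 5 these medians were 0 and 0 at 60 min and 0.59 and 0 at 5 h. The control of replicate 3 had a median count of 0 for the upregulated IDs, so its medians of 0 hide changes in both directions. In replicate 3, 511 of these IDs rose and 178 fell at 60 min, and 477 rose and 256 fell at 5 h. The share of counts on the upregulated IDs was higher than in the control by 1.89 percentage points at 30 min, 1.37 at 60 min and 0.686 at 5 h on average over replicates 1 to 3 (SD 0.922, 1.17 and 1.11), in 3 of 3 pairs at each time (two-sided exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Over all 5 replicates, with replicates 4 and 5 included, it was higher by 1.08, 0.685 and 0.382 percentage points, in 3 of 5 pairs at each time. The IDs were selected by the paper from these controls and the libraries at 30 min, so the rise at 30 min restates that selection, and a smaller rise at the later times is partly a result of it. The times also share the same controls, so their values are not independent, and they were not tested against each other.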

To our knowledge, observation of such extensive expression change at such an early time is uncommon, but it does agree with the need of protein synthesis and degradation in memory formation and long-term potentiation processes [69,70]. In our case, genes involved in the regulation of protein membrane transport/endocytosis were among the top enriched upregulated categories, which could possibly indicate that their early activation is crucial to prepare neuronal cells for timely receptor profile switching at later time points, when receptor proteins are actually synthesized. However, we did not observe any comparable delayed transcriptional response at 5 h reported by other groups [71], except for a few known late-response genes like *BDNF* [61], which could be possibly explained by the receptor-specific profile of such a second wave of activation, possibly involving NMDAR activity. 

Concerning downregulated categories, we observed decreased expression of various ribosomal subunit genes at 30 min after the PTX application, even though the degree of change for individual genes from this group was relatively small. Despite such minor changes, ribosomal protein expression shifts may also be connected to activity-induced proteometabolic changes—specifically, translational specification strategy by optimizing ribosomal composition. Ribosomal protein specification was already shown for axonal and dendritic compartments, where these proteins undergo local translation [11] and could participate in the preferential translation of synaptic mRNA subset [72]. We may also speculate that since ribosomal protein synthesis may be increased on the translational level to repair damaged ribosomes in dendrites [11], temporarily decreased transcription of the corresponding mRNAs is likely not detrimental for neuronal ribosomes and may even be used to redirect transcriptional machinery to activity-induced genes. Notably, RPS13 gene expression was not affected in our experiment; this gene was previously reported to have stable expression in various normal and tumor tissues [73].

While ribosomal genes present a distinctive group among all the genes, we found to be downregulated at the 30 min time point, many other “housekeeping” genes, like genes involved in ATP metabolism (Figure 7c) were also downregulated. We suggested that this downregulation may reflect a shift of transcriptional resources towards activity-induced genes without actually reducing concentrations of proteins encoded by the temporarily downregulated housekeeping genes. Indeed, the majority of downregulated genes in our case had much higher baseline expression than the upregulated group (Supplementary Figure S4a). 

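In the controls of replicates 1 to 3, the median log2 of the normalized count plus 1 was 1.64 (quartiles 0.68 and 2.80) for the 1202 IDs listed by the paper as upregulated at 30 min and 10.83 (quartiles 9.05 and 12.32) for 648 of those listed as downregulated. The difference of 9.19 was larger than in any of the 100000 permutations of the genes between the lists (permutation test across genes, two-sided p = 1e-05, the smallest that these permutations can give), but genes are not independent replicates. Both lists were also selected by their change from these same controls, and the permutations do not separate the difference from that selection. Of the upregulated IDs, 40.0% had at most 3 counts in every one of these controls, where a change cannot be followed downward. Their median count was 2, 4 and 0 in the controls of replicates 1, 2 and 3 and 60, 36 and 41 in the libraries at 30 min. In the controls of replicates 4 and 5, which the paper's comparison does not include, the medians of the same lists were 2.65 and 10.22. With the DEGs of limma with the replicate block in place of the paper's lists, the medians were 1.03 and 11.44, and with those of DESeq2 with the block they were 1.51 and 10.93. The paper proposes as a possibility that the downregulation reflects resources of transcription being shifted to genes induced by activity, and then points to the higher baseline of the downregulated genes.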

Both ribosome- and mitochondria-related genes are known to be very abundantly expressed throughout the cell’s life, which leaves only two possible options for their downregulation mechanics: either by induced mRNA degradation of presynthesized transcripts, or by arrest of their ongoing, constitutive transcription. Given the latter possibility, we could hypothesize that activity-induced neuronal gene expression may require partial diversion of transcriptional machinery from constitutive to newly upregulated genes, resulting in mild transcriptional slowdown of the former. If this is true, the availability of common proteins, like general transcriptional factors, nucleosome motors, or clusters of Pol II [74], could possibly be a limiting factor in activity-dependent conditions, resulting in global transcriptional dampening in favor of current relevant hotspots.

Unexpectedly, we found that alternative splicing as a result of PTX activation is in fact a rare occurrence. We found no pattern in the few mRNAs that underwent alternative splicing in our experiment (listed in Supplementary Table S1). The most noticeable result here was a transcript switching for *Gabrb1*, a GABA signaling-related gene.

We conclude that MinION sequencing has proven to be an adequate method for assessing differential gene expression in primary neuronal cultures after their activation. We suggest, however, that combining this method with high-throughput short-read sequencing would provide even more accurate results.

### 4.1. Limitations of the Study

We should note that such extensive early activity-dependent changes as those reported in our work are uncommon. To our knowledge, many other groups did not observe such changes in similar experiments. One recent study [71], which examined the time course of gene expression in response to neuronal activation (0–6 h after KCl application), reported only 19 differentially expressed genes before 1 h, most of these being IEGs (termed “rapid primary response genes”, rPRGs). Other studies, examining more remote time points, reported varying numbers: 47 genes 1 h after the application of bicuculline [75], 877 genes (in either one or both models) 2 h after the application of glutamate or bicuculline [76], 931 genes after 2 h incubation with PTX/forskolin/rolipram [77], and almost 2000 genes at 1 h or 6 h time points after KCl application [78] (Supplementary Figure S4b). Upregulated genes identified in our study are more numerous than usually reported, and were detected much earlier in time compared with data from other studies. This is not easy to explain, given that RNA polymerase II kinetics suggests that this enzyme may not be fast enough to perform complete transcription of the longest genes in our list (400 kb) in this time. One possible explanation of this could be related to spontaneous neuronal activity, which was not blocked in our experiment and could make such genes more prone to transcriptional bursts due to residual pre-associated transcriptional complexes. The other explanation could be possibly related to our choice of full-length Oxford Nanopore sequencing methodology, which is more sensitive to small changes in mRNA content due to less ambiguous sequence alignment. 

Genes identified as differentially expressed in our study are not very consistent with DEGs reported by other researchers. However, it should be pointed out that DEG lists in similar experiments generally show weak consistency between studies (Supplementary Figure S4b), possibly due to the fact that most of these studies were performed on very different model systems, including human iPSC-derived neurons, neurons from the cortex and hippocampus of rats, and murine neurons of various DIV (from 6 to 20). Additionally, different approaches to neuronal activation used in these studies utilize different molecular mechanisms. Elevated extracellular KCl causes depolarization of the whole neuron (but often does not trigger neuronal activation) and induces CaMKII, CaMKIV, ERK, and calcineurin signaling pathways [21]. It is well-known that NMDA receptor activation induces LTP via calpain, PKA, CamKII, ERK, and some other pathways; these data were obtained on different experimental models [79]. However, molecular mechanisms in neuronal culture may not be the same as processes observed in brain structures. A study dedicated to glutamate receptors in cultured hippocampal neurons showed that while synaptic NMDA receptors (activated in culture by bicuculline-induced GABAR blockade and bursts of action potentials) promote nuclear signaling to CREB, induce BDNF gene expression, and activate an anti-apoptotic pathway, bath glutamate application causes stimulation of extrasynaptic NMDA receptors which trigger exactly the opposite effects [22].

Notably, expression changes of ribosomal protein genes were also seen in two out of three other studies where PTX was applied (for 2, 15, and 48 h) [77,80,81]; however, in contrast to our results, major upregulation of these genes was observed at different time points (2 h and 15 h). We verified some of our results by dPCR, which excludes long-read sequencing bias; still, we could not exclude the possibility of these results reflecting some processes that are specific only to earlier PTX activation time points, absence of spontaneous activity blockade, or the protocol of culture preparation used in our study.

Another possible concern is that while we aimed to only include full-length transcripts when preparing cDNA libraries, the median length of our reads was about 1.2 kb which is considerably shorter than the average rat mRNA length, 2.32 kb [82]. It is possible that during the cDNA amplification step in the library preparation, shorter fragments had an advantage [83], so the ratio of different transcripts in our results was biased towards shorter fragments. Short-read sequencing suggests nucleic acid fragmentation prior to cDNA amplification, so there would be no such bias. However, we took the necessary precautions to avoid overcycling and PCR product length disproportion while preparing libraries by using qPCR to determine the optimal endpoint PCR cycle number before the whole library amplification, according to the manufacturer’s protocol. It also must be noted that other studies where transcriptome sequencing with MinION was performed report a similar or shorter average read length [13,15,18,19] and that some of these authors claim that these results represent a full-length transcriptome [13,19].

### 4.2. Possible Glycine Receptors Target Side Effects and Perspectives for Future Research

While being a major neurotransmitter in the brain stem, glycine performs diverse roles in the forebrain and hippocampus as well, including tonic inhibition via extrasynaptic glycine receptors, NMDAR-dependent plasticity as a coagonist, and GlyR-mediated co-inhibition of GABAergic inhibition [84]. Glycine receptors (GlyR) are formed by the assembling of five subunits. Multiple types of GlyR subunits are known (four main types of α-subunit, with alternative splicing generating some additional variants, and one type of β-subunit). α-subunits can form homo- or heteromeric receptors in combination with the β-subunit. The β-subunit is the only one able to interact with the scaffold protein gephyrin and, hence, provides an anchoring mechanism necessary for synaptic localization and function. Receptors containing only α-subunits have been found in extra-synaptic locations [85].

Receptor composition can also vary depending on the neuronal cell type and maturation stage, exhibiting a shift from α2 homomeric receptors in embryonic retinal/brain stem neurons to α1β heteromeric in adulthood [86], and from heteromeric α1β to extrasynaptic α2/α3 composed receptors in rat adult hippocampal cells [87]. However, these results partly conflict with publicly available transcriptomic data [88], showing predominant expression of β-subunits over α-ones in mouse hippocampal excitatory and inhibitory neurons.

Although the activation pattern of PTX is quite precise in that it causes action po-tential bursts rather than depolarization of the entire neuron, some works have shown that PTX is nonselective for GABAR because it also blocks α2 homomeric glycine receptors [20]. α2 glycine receptor subunits are mostly expressed by inhibitory neurons [89] and α3 subunits are mostly expressed by excitary neurons [90]. Notably, the same concern is relevant for the other popular model of neuronal activation, application of bicuculline—the substance which was also shown to be a potent antagonist of the glycine receptors, both homomeric GlyRα and heteromeric GlyRαβ. Moreover, inclusion of β-subunits in the receptor increases the inhibitory potency of bicuculline [91]. On the other side, inclusion of β-subunit in GlyR was previously shown to confer insensitivity towards picrotoxin. Picrotoxin is ineffective as a channel blocker for GlyRαβ heteromers at concentrations ≤100 μM [92,93].

According to the current transcriptomic and single-cell NGS data about various types of neurons [94], heteromeric GlyRαβ receptors are prevalent in the hippocampus. Taken together with the fact that PTX is a more potent antagonist of GABAR than of GlyR [91], this could suggest that PTX side activity on GlyR in our cultures is quite low. Nevertheless, further research, specifically addressing such possibility in both PTX and bicuculine models and better distinguishing GlyR from GABAR effects (with the usage of specific antagonists), would be relevant in the future.

## Figures and Tables

**Figure 1:**
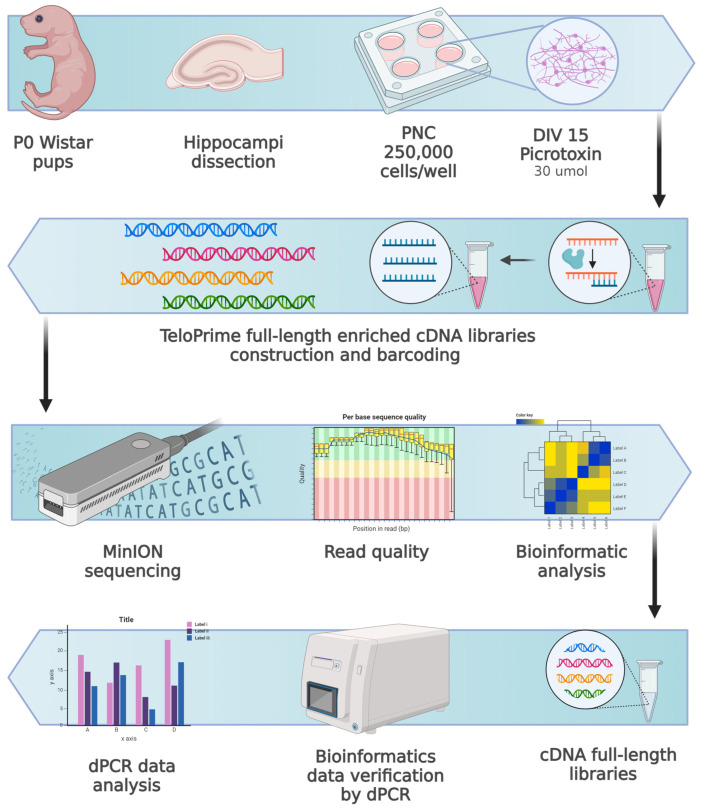
The design of the experiment. Primary neuronal cultures (PNC) were generated from P0 Wistar pup hippocampi. At DIV15, PNC were incubated with PTX (final concentration 30 umol) for 30 min, 1 h, or 5 h, followed immediately by RNA extraction from samples. From this RNA, full-length enriched (poly(A)+) cDNA libraries were constructed and barcoded, followed by the MinION sequencing. The results of the sequencing data analysis were verified by digital PCR (dPCR).

**Figure 2:**
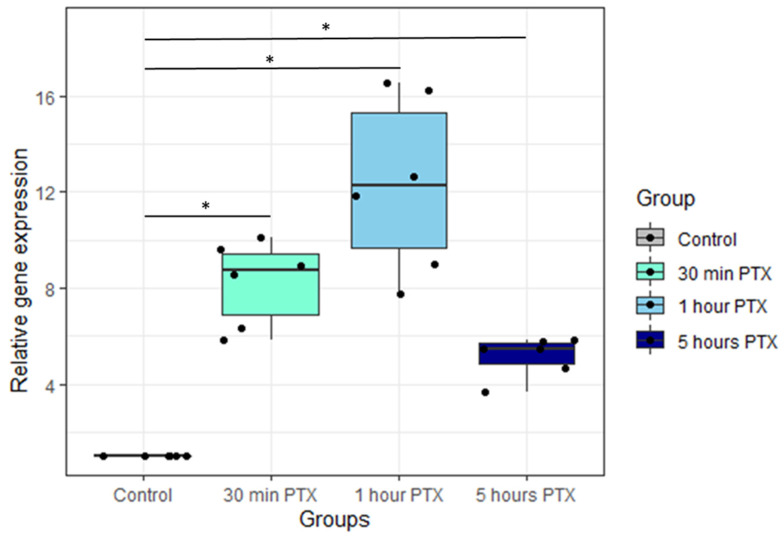
*Fos* expression fold change in PNCs treated with PTX. Fold change compared with untreated control was calculated using the Pfaffl method [28]. Boxes represent median and quartiles; whiskers represent 95% confidence intervals. *n* = 6 in each group. *—*p* < 0.05, Wilcoxon matched pairs test.

**Figure 3:**
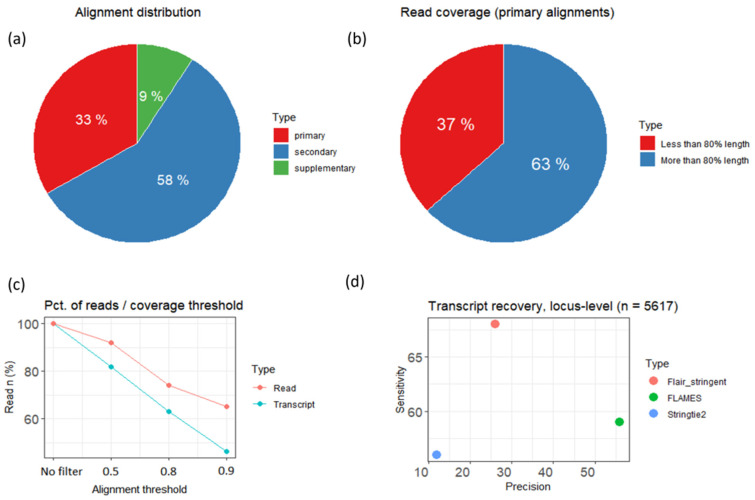
(**a**) Base alignment statistics, given as percentage of different read alignment categories, averaged across all samples (primary—unique alignment). (**b**) Percentage of primary alignments covering more than 80% length of reference transcripts. (**c**) Red line—read-to-transcript similarity at different thresholds (aligned length/total length, 0.9—read almost fully contained in reference), blue line—percentage taken by a reference sequence within each read (0.9—almost fully included in read). (**d**) Comparison of different long-read transcriptome assembly pipelines by their ability of restoring sequence of 5617 most abundantly expressed transcripts using the mRatBN7 genome assembly.

**Figure 4:**
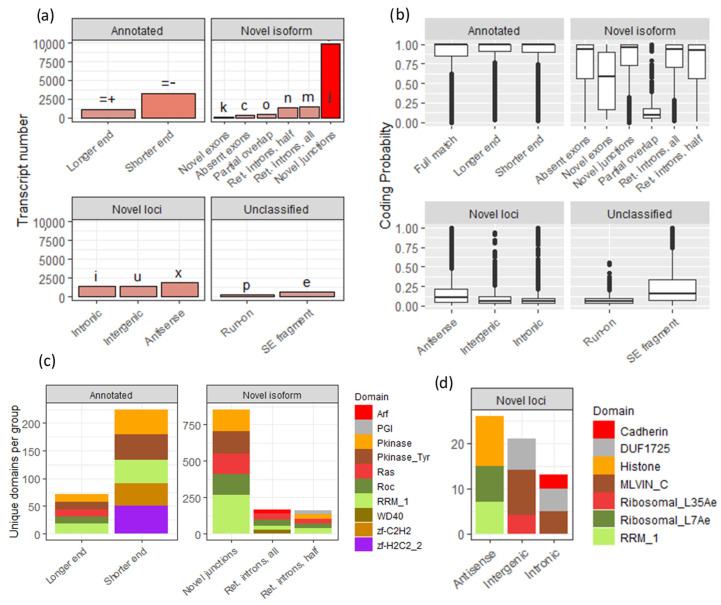
(**a**) Categorization of transcripts based on the *GffCompare* [46]. Two new groups (‘=−’, ‘=+’) were added to represent transcripts, categorized as equal (‘=’) based on their exon–intron structure, but still differing in the end section. Codes meaning: ‘k’ novel exons, ‘c’ absent exon, ‘o’ partial overlap, ‘n’ retention introns, half, ‘m’ retention introns, all, ‘j’ novel junctions (**b**) Coding probability of transcripts, averaged across groups. Codes meaning: ‘i’ intronic, ‘u’ intergenic, ‘x’ antisense, ‘p’ run-on, ‘e’ SE segment (**c**) Total number of unique PFAM domains (across top five within each subgroup) in “annotated” and “novel isoforms” groups. (**d**) Total number of unique PFAM domains (across top three within each subgroup) in the “novel loci” group.

**Figure 5:**
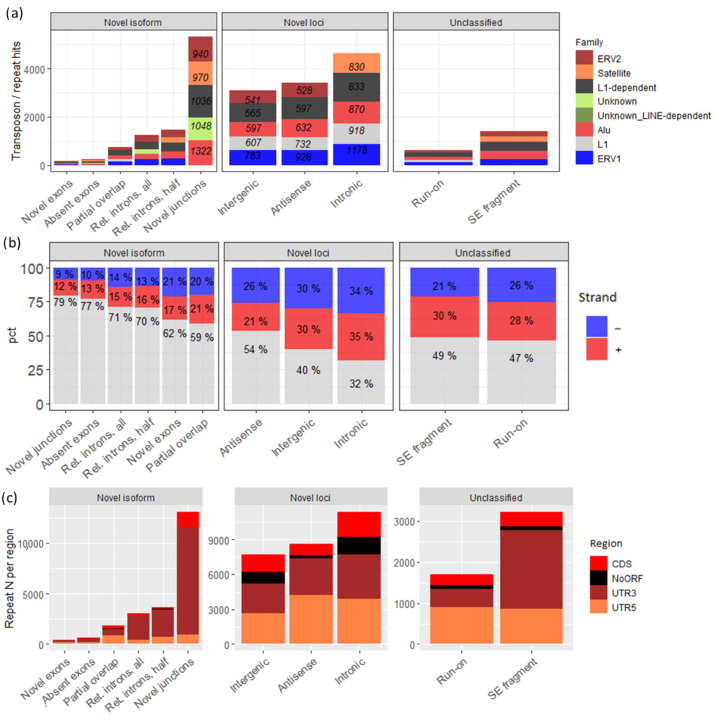
(**a**) Total, nonfiltered number of repeat hits found, averaged per group per repeat family. Numbers are shown for the four most abundant groups. (**b**) Percent (pct) of repeat-containing transcripts per group. Portions of transcripts with sense-strand hits are shown in red, antisense ones—in blue. Grey color means the rest of transcripts without repeats. (**c**) Total number of repeat hits per region (for all possible ORFs combined), shown for all groups.

**Figure 6:**
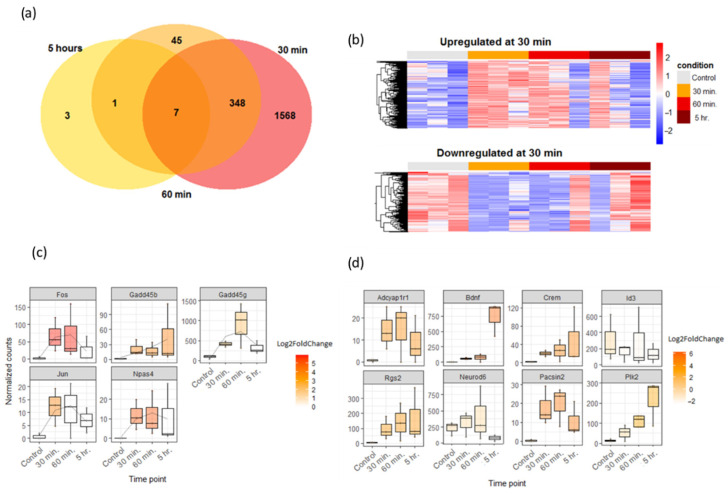
(**a**) Venn diagram of all genes differentially expressed at different time points after the PTX application. (**b**) Heatmaps showing expression levels of genes differentially expressed at 30 min across all time points. Columns represent different biological replicates. (**c**) Expression dynamics of selected IEGs across time points, AM ± SD (*p*.adj < 0.05 for 30 min, *p*.adj < 0.1 for 60 min and 5 h). Colored boxes represent significant changes (white—no significance), with hue representing the degree of difference from control. (**d**) Expression dynamics of selected late response genes, AM ± SD (*p*.adj < 0.05 for 30 min, *p*.adj < 0.1 for 60 min and 5 h). Colored boxes represent significant changes (white—no significance), with hue representing the degree of difference from control.

**Figure 7:**
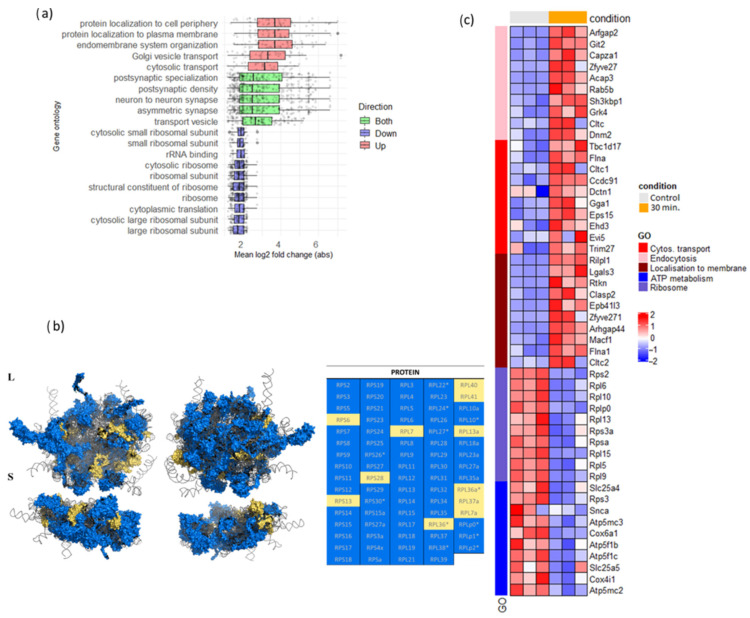
(**a**) Top 10 down- and upregulated Gene Ontology categories for DEGs identified at 30 min after the PTX application. Y axis represents GO category, X axis—log2 fold change, averaged across all genes in the corresponding category. (**b**) Visualization of the ribosomal pathway genes that are differentially expressed at 30 min after the PTX application. Structure of the mammalian ribosome, two views each for the large (L) and small (S) subunits [65]. Grey color represents rRNA. Protein products of downregulated genes are shown in blue, protein products of non-DE genes are shown in yellow. In the table, ribosomal proteins previously reported in [11] to be rapidly replaced within assembled ribosomes in neurons under oxidative stress conditions are labeled with asterisk. (**c**) Heatmaps showing top 10 DEG (sorted by log 2 fold change) per GO category.

**Figure 8:**
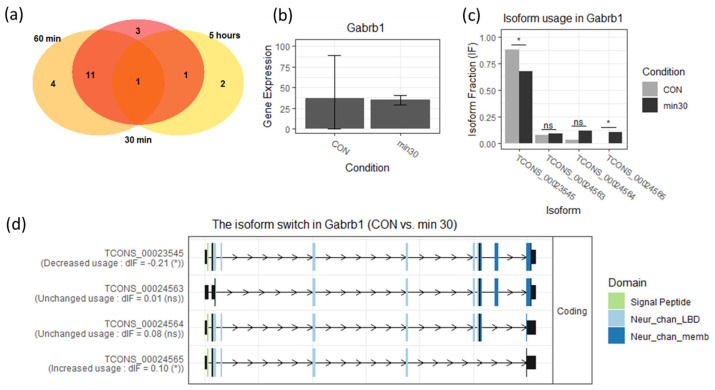
(**a**) Venn diagram for alternative splice isoforms detected at different time points after the PTX application. (**b**) Differential expression of the *Gabrb1* gene. (**c**) Differential transcript usage for the *Gabrb1* gene; ns— not significant, *—adjusted *p*-value < 0.05. (**d**) Exons present in four different Gabrb1 mRNA isoforms identified in our experiment. CON—control, min30—30 min after the PTX application.

**Table 1:** Primer pairs for RT-qPCR.

Gene	Primer Pair Sequences
*Osbp*	F: 5′-TCC GGG AGA CTT TAC CTT CAC TT-3′ R: 5′-GTG TCA CCC TCT TAT CAA CCA CC-3′
*Fos*	F: 5′-CAA AGT AGA GCA GCT ATC TCC-3′ R: 5′-CTC GTC TTC AAG TTG ATC TGT-3′

**Table 2:** Primer pairs for dPCR.

Gene	Primer Pair Sequences
*Rack1*	F: 5′-ATG ACC GAG CAA ATG ACC CT-3′ R: 5′-TCT CGT GGT AGT GCC CGT TG-3′ Probe: 5′-CCC GAA CAG CAG CAA CCC GCT TAT CAT-3′
*Rps8*	F: 5′-AAC CCT ACC ACA AGA AGC GG-3′ R: 5′-TAT TGC CTC CTC GAA CTC GG-3′ Probe: 5′-AGA TGG CTA TGT GCT CGA AGG CAA-3′
*Rps3a*	F: 5′-CCG ATG GGT ATT TGC TCC GA-3′ R: 5′-CCA ATG CTG TCT GGA ATC AGT T-3′ Probe: 5′-ATC CTA TGC GCA GCA CCA GCA-3′
*Rpl15*	F: 5′-TTC AGT CTG TTG CTG AGG AGA G-3′ R: 5′-TGT CGT TGT GGA CTG GTT TG-3′ Probe: 5′-AGT CCT GAA TTC CTA CTG GGT TGG TGA AG-3′
*Hprt*	F: 5′-CGT CGT GAT TAG TGA TGA TGA AC-3′ R: 5′-CAA GTC TTT CAG TCC TGT CCA TAA-3′ Probe: 5′-CCT GGT TCA TCA TCA CTA ATC ACG ACG C-3′

## Data Availability

The data that support this study are provided in the main text or the Supplementary Materials. All raw sequencing data were deposited to the GEO resource under the accession number GSE218694.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13050383/s1, Figure S1: Comparison of different long-read transcriptome assembly pipelines using Rn6 version of the rat genome; Figure S2: Expression dynamics of known IEGs which did not pass the significance threshold; Figure S3: KEGG pathways for DEGs identified at 30 min after the PTX application; Figure S4: Baseline expression levels for DEGs identified at 30 min after the PTX application and Venn diagram of DEGs reported elsewhere for different neuronal culture stimulation protocols; Figure S5: dPCR results for selected genes encoding ribosome and ribosome-associated proteins; Figure S6: Photos of primary cultures of rat hippocampal neurons at DIV15); Supplementary Table S1: contains read and alignment statistics, assembly statistics, lists of DEGs for all time points, GO terms and KEGG categories for DEGs at 30 min, differential transcript usage for all time points; Supplementary Document S1: examples of code lines used in our data processing.

# Supplementary material for: Downregulation of Ribosomal Protein Genes Is Revealed in a Model of Rat Hippocampal Neuronal Culture Activation with GABA(A)R/GlyRa2 Antagonist Picrotoxin
**Source:** Cells. 2024 Feb 23;13(5):383. doi: 10.3390/cells13050383
**Supplement:** Supplementary file 1

Command examples with parameters, used in the study:

#### **Guppy basecalling**

```
guppy_basecaller -i in -s out -c dna_r9.4.1_450bps_hac.cfg -x "cuda:0" --compress_fastq
```

#### **NanoFilt:**

```
NanoFilt -q 10 -l 200 --headcrop 10 --maxlength 10000 in.fq > out.fq
```

#### **Minimap2/samtools:**

```
minimap2 -t 8 -N 100 -p 1 -ax map-ont transcriptome.fa in.fq | samtools view -bh > out.bam
```

```
minimap2 -ax splice -uf --cs --MD -t 6 --junc-bed jnc.bed genome.fa in.fq > out.sam
```

```
samtools sort -o out_sort.sam -O bam -@ 6 out.sam
```

#### **Salmon quant:**

```
salmon quant --libType A -a in.bam -t transcriptome.fa --noLengthCorrection --noErrorModel -o out -p 6
```

#### **FeatureCounts:**

```
featureCounts -T 4 -O --fraction -a gtf.gtf -L --primary -o out.txt in1.bam..in.bam
```

#### **Flair assembly:**

```
python bam2Bed12.py -i in.bam > in.bed
```

```
python flair.py correct -g genome.fa -f gtf.gtf -q in.bed -o corrected.bed
```

```
cat corrected_1.bed..corrected_20.bed > corrected.bed
```

```
flair.py collapse -f gtf.gtf -g genome.fa -q corrected.bed -t 6 -o relaxed -r 1.fq..20.fq
```

#### **FLAMES assembly:**

```
FLAMES/python/bulk_long_pipeline.py \
```

```
--gff3 gtf.gtf \
```

```
--genomefa genome.fa \
```

```
--outdir out_FLAMES \
```

```
--fq_dir FLM
```

#### **Stringtie assembly:**

```
stringtie -L -p 4 -G gtf.gtf -o out_1.gtf in_1.bam
```

```
stringtie --merge -G gtf.gtf -o GTF_merged.gtf out_1.gtf..out_20.gtf
```

#### **Gffcompare count locus-level statistics:**

```
gffcompare -r subset.gtf genome.fa raw_assembly.gtf
```

**Gffcompare merge:**

```
gffcompare -D -S --strict-match -C -s genome.fa rn7.gtf raw_assembly.gtf
```

**DFAM search:**

```
nhmmer -o Tab_out --tblout Hits_out --aliscresout Scores_out --incE 0.0000000001 --dna --cpu 8  
Dfam_curatedonly.hmm.gz transcripts.fa
```

# Supplementary material for: Downregulation of Ribosomal Protein Genes Is Revealed in a Model of Rat Hippocampal Neuronal Culture Activation with GABA(A)R/GlyRa2 Antagonist Picrotoxin
**Source:** Cells. 2024 Feb 23;13(5):383. doi: 10.3390/cells13050383
**Supplement:** Supplementary file 1

## Supplementary Figures

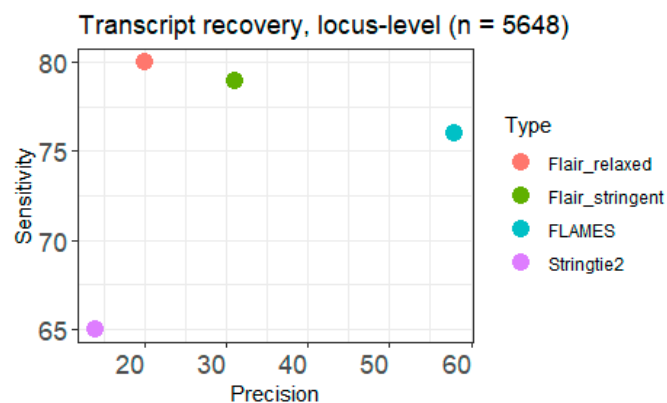

**Figure S1.** Comparison of different long-read transcriptome assembly pipelines by their ability of restoring sequence of 5648 most abundantly expressed transcripts using the Rn6 genome assembly.

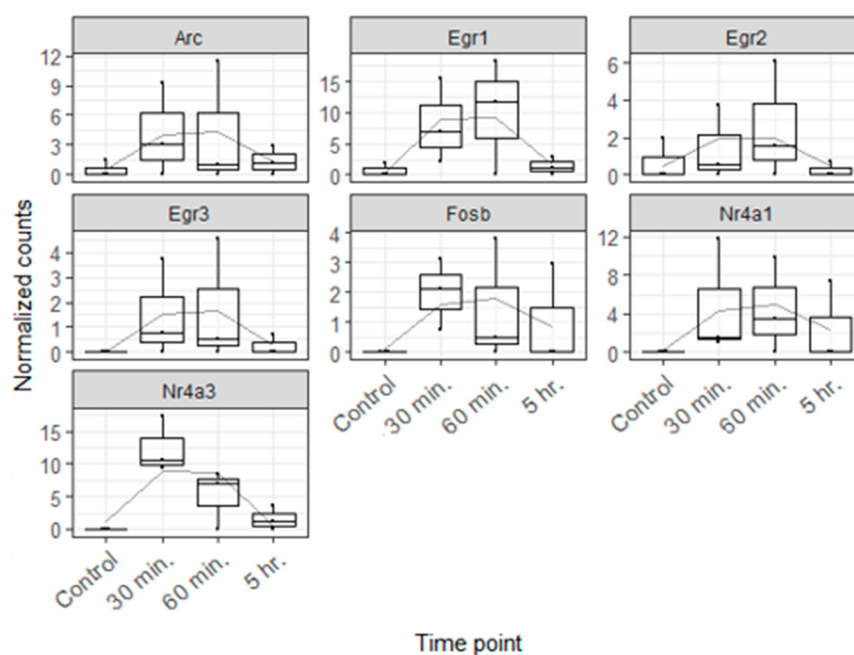

**Figure S2.** Expression dynamics of known IEGs which did not pass the significance threshold for any group ( $AM \pm SD$ ).

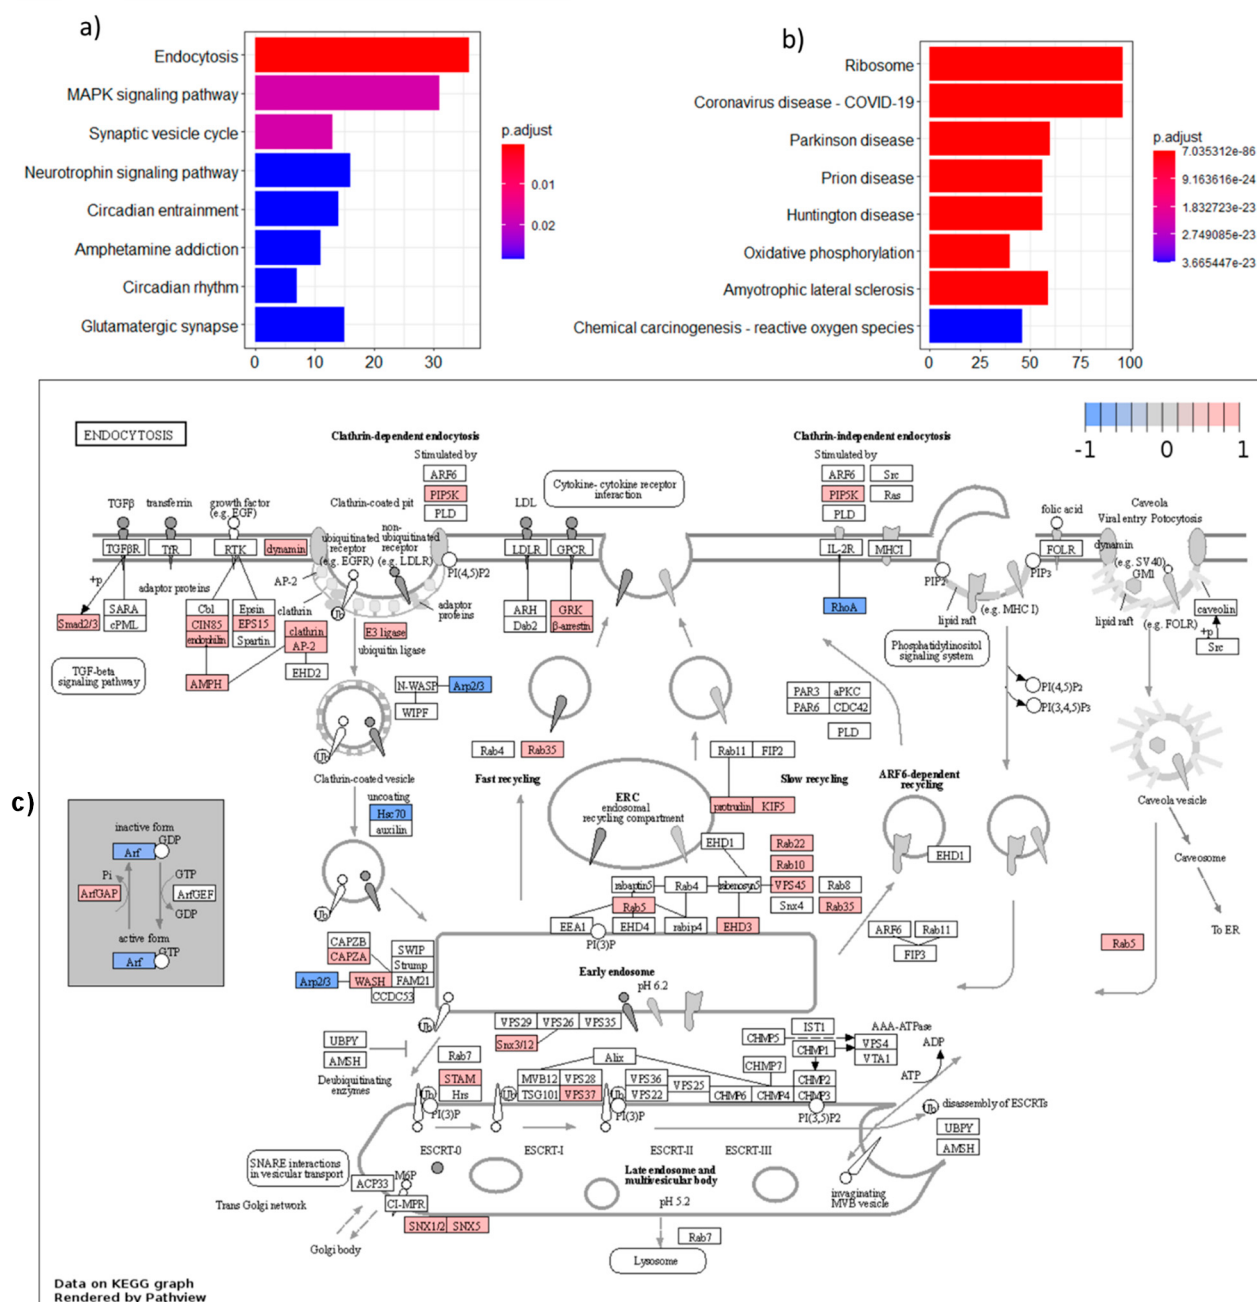

**Figure S3.** KEGG pathways for a) up-regulated and b) down-regulated genes at 30 min after the PTX application. c) Visualisation of the endocytosis pathway. Genes downregulated in the 30 min dataset are shown in blue, upregulated ones in red.

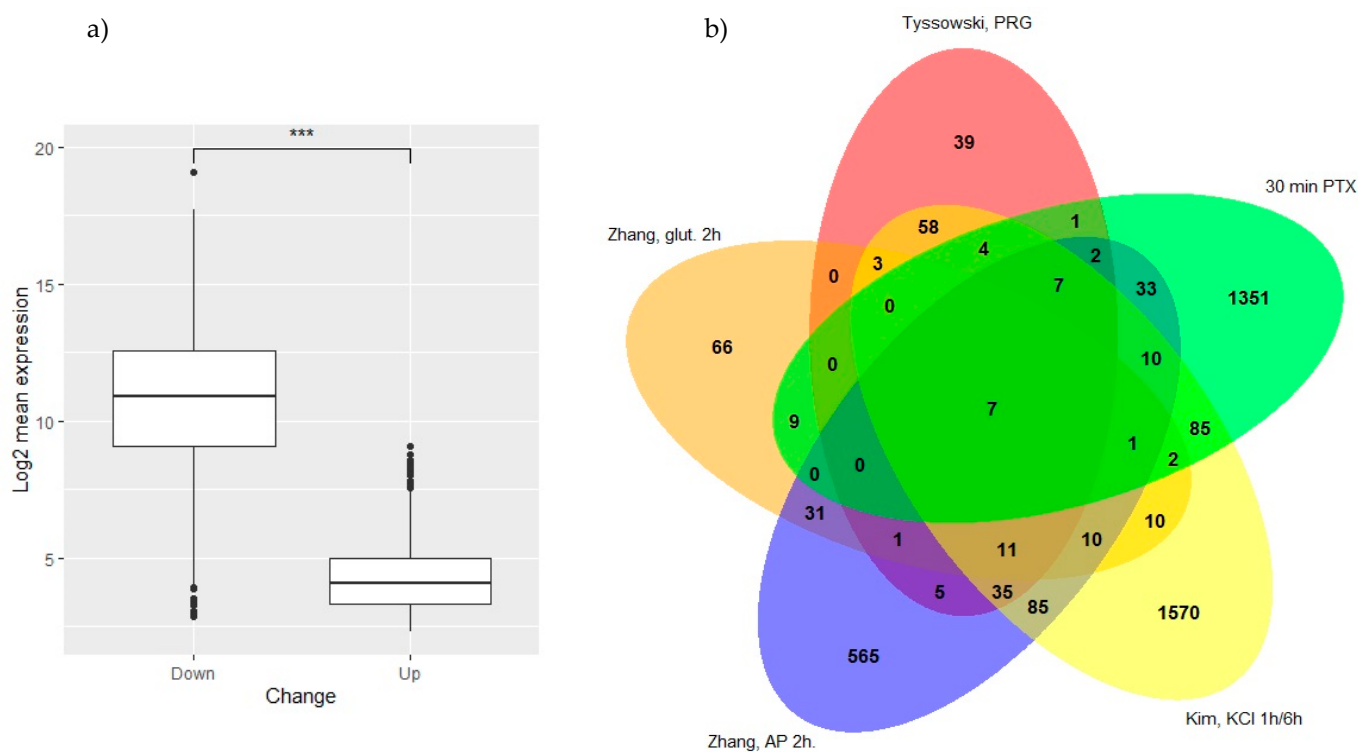

**Figure S4.** a) Baseline expression levels (median-of-ratios normalized counts) averaged among all genes in up-regulated and down-regulated gene groups (“up-regulated” and “down-regulated” here mean expression level changes registered in samples with 30 min PTX treatment compared with control). AM±SD, \*\*\* -  $p < 0.001$ , Mann-Whitney U-test. b) Venn diagram of all genes, expression of which was reported to significantly change after different culture stimulation protocols in [71,76,78] and in the present work (30 minutes PTX, green ellipse). PRG - primary response genes, glut. – glutamate, AP – action potential bursting by bicuculline.

### dPCR for control and PTX activated samples

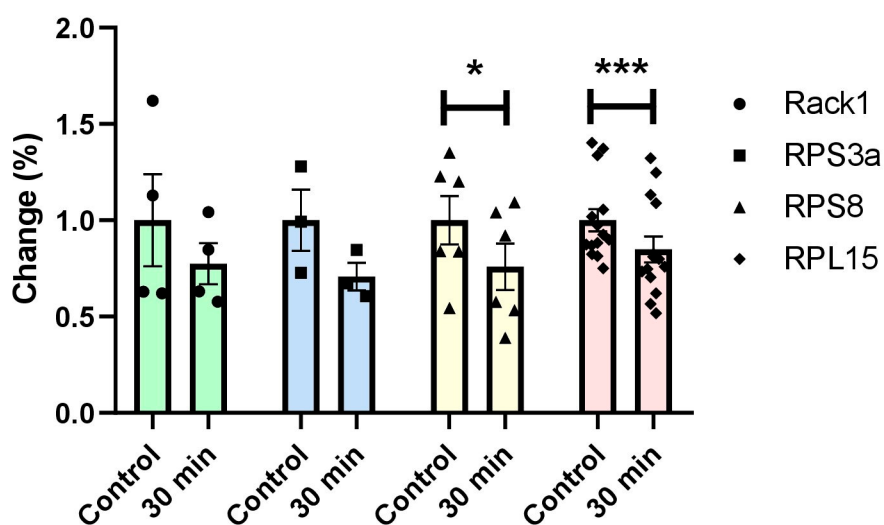

**Figure S5.** dPCR results for selected genes encoding ribosome and ribosome-associated proteins. Control group:  $n=4$  for *Rack1*;  $n=3$  for *Rps3a*;  $n=6$  for *Rps8*;  $n=15$  for *Rpl15*; “30 min” PTX activation group:  $n=4$  for *Rack1*;  $n=3$  for *Rps3a*;  $n=6$  for *Rps8*;  $n=15$  for *Rpl15* biological replicates. Expression levels of genes of interest were normalized to the average *Hprt* expression in the same sample. The results are present as proportional change in gene expression  $\pm$  SEM normalized to the control group value; \* -  $p < 0.05$ , \*\*\* -  $p < 0.001$ , Wilcoxon signed rank test.

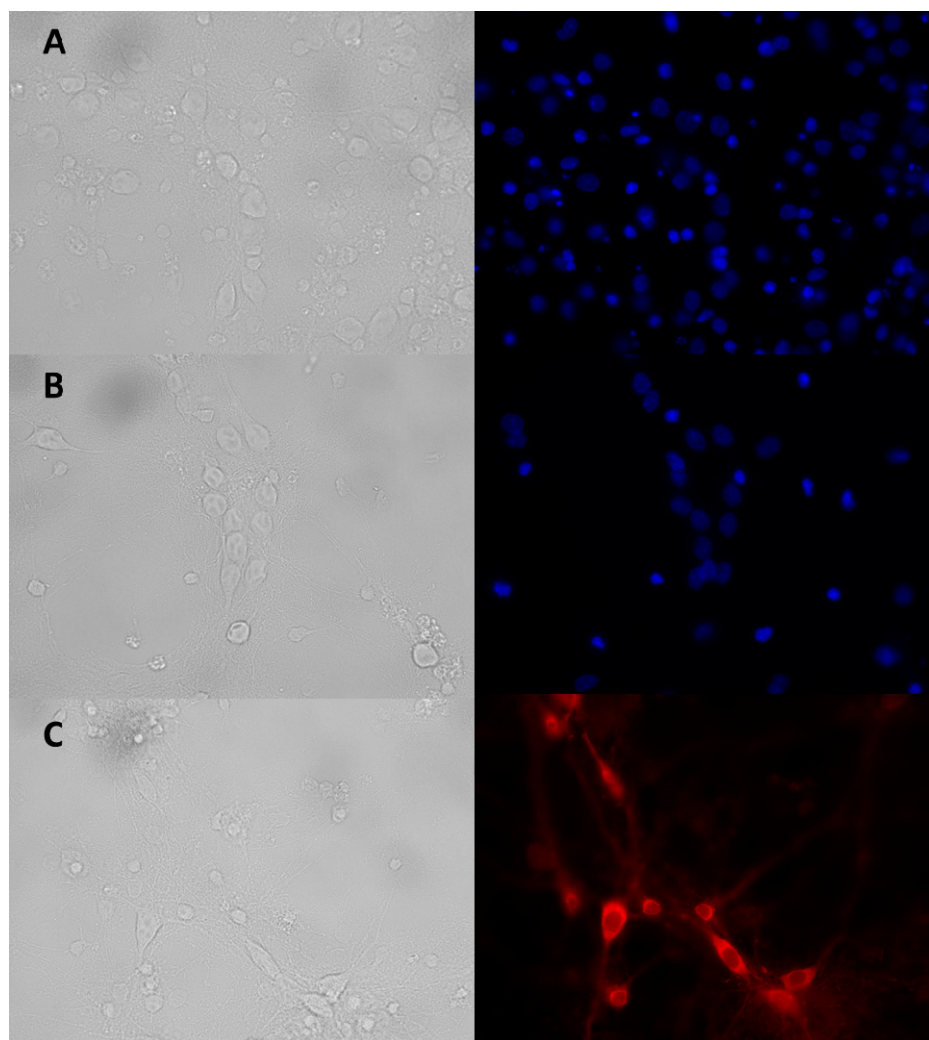

**Figure S6.** Primary cultures of rat hippocampal neurons at DIV15. a) control; b) incubation with PTX for 30 min. Absence of morphological changes in neurons after exposure to picrotoxin; Left - bright field microscopy; right - nuclei stained with DAPI (blue); c) control culture stained with antibodies to alpha subunit of CaM kinase II (CaMKII-alpha; red). Keyence BZ-9000E; oil immersion x60 microscope objective.

How the deposited data were processed for this re-analysis (not part of the article)

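Primary rat hippocampal neuronal cultures, untreated or treated with 30 µM PTX for 30 min, 60 min or 5 h, were sequenced by the authors as full-length cDNA on MinION flow cells, with 5 libraries per condition. The authors called bases with Guppy 5.0.16, trimmed reads with PoreChop, filtered them with NanoFilt, aligned them with minimap2 to a custom transcriptome (a FLAIR assembly merged with the mRatBN7 annotation), counted them with Salmon 1.7.0 and tximport, and tested differential expression with DESeq2. The values that the authors deposited are a signal per gene and library, namely gene counts divided by 1 size factor per library, the median-of-ratios factor of DESeq2 over the 20 libraries. This unit was determined from the values, since all positive values of a library are whole multiples of its smallest value and the reciprocals of these steps are proportional to the size factors recomputed from the recovered counts (ratio 1.04 in every library). The design written before the data were examined had assumed raw counts and edgeR's quasi-likelihood test. Since the unit is a normalized signal, limma on the log2 of the value plus 1 took its place, and the edgeR test with TMM normalization on the recovered counts was run as an alternative.

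The 18897 listed genes include 13874 Ensembl IDs, of which 1466 (10.6%) were paired with a symbol by the tables of the paper's supplement. Genes were named by a rule set before the data were examined, which covers the genes that the paper names for its sequencing results and, at each time, the 10 DEGs with the largest absolute log2 fold change that changed the same way in every same-numbered pair. The rule added *Rasl11a* to the paper's genes. Of the paper's list of DEGs at 30 min, 1998 entries were used here, which hold 1202 distinct upregulated and 648 distinct downregulated IDs, and 80 further downregulated entries were not used here. Of the genes that the rule covers, 17 were not paired with an ID by the supplement and were not analysed here, among them the genes of Supplementary Figure S2, and 1 more is not reported here.

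All computations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The 12 libraries of replicates 1 to 3, which match the paper's comparison, were fitted in one limma model (with trend and robust estimation) with 1 coefficient per condition. The filterByExpr function kept 8998 genes of these libraries and 7814 of all 20. Thresholds on the Benjamini-Hochberg adjusted p-value were those of the paper, 0.05 at 30 min and 0.1 at 60 min and 5 h. Gene sets were tested with limma's camera with the correlation between genes estimated. The set of ribosomal proteins came from Fig. 7b, where 56 of 79 symbols (70.9%) had an ID. The IDs of each set came from the paper's lists of DEGs, so no set includes genes that the paper did not call. Shares of counts were compared between same-numbered libraries by exact sign-flip permutation tests. The pairing of libraries comes from the Methods, which state that each pool of 4 libraries corresponded to 1 biological replicate, and from the replicate numbers in the sample labels. The paper's text does not name a replicate term in its model, so the block was left out of the model reported at the start and its effect is given beside it. The fold changes in its supplement, compared afterwards, lie closest, of the 3 models compared, to those of DESeq2 with the block.

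Alternatives fixed before the data were examined were DESeq2 with and without the replicate block, edgeR with the block, with RLE, upper-quartile or total scaling, cyclic loess normalization, no filter on low counts, at least 10 counts in every library (2577 genes), only the 2 groups compared, limma-voom, thinning of every library to 2928731 counts, leaving out each replicate in turn, all 20 libraries, other thresholds, and camera with a correlation of 0.01. Alternatives added after the data had been seen were edgeR with TMM, limma with the replicate block, pseudocounts of 0.1 and 5, limma with TMM or with library totals, library totals with the block, and the number of genes detected as a covariate beside the block. Corrections for transcript length and GC content were not run, because no genome sequence or transcript lengths were used here. Differential transcript usage was not analysed, since the values are per gene, and Gene Ontology enrichment was not repeated.

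The models were tested on simulated data, in which 200 of 8998 genes were changed 8-fold at 30 min. The simulated libraries differed in depth but held no replicate effect and no other difference in the number of genes detected. Genes with few expected counts were not changed. The simulation therefore cannot show which model suits the real libraries, nor how many of their calls are false. Limma recovered 69.5% of them with 7 false calls without the block and 71.5% with 8 false calls with it. DESeq2 recovered 83.0% with 29 false calls without the block and 86.5% with 32 false calls with it. At 5 h, where no change was simulated, DESeq2 called 12 genes without the block and 14 with it, and limma 2 in either case. At 60 min DESeq2 called 3 genes and limma 1, with or without the block. Reads come from amplified cDNA, for which the Methods name no molecular identifiers, so floors cover counting error only. The recovered counts are 4.14 times the paper's primary alignments, so floors and Fisher's test may understate even that error.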

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

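The tests in this part, apart from the test of the difference between replicates 1 to 3 and replicates 4 and 5, were chosen only after the results were seen.

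In 80 groups of 5 libraries (16 genes named in the text and 4 measures of the whole library, each in 4 conditions), Dixon's test at its 95% critical value picked out 6 values, where chance gives 4 for normally distributed values. Of these, 3 belong to replicate 1, 2 to replicate 4 and 1 to replicate 5. The normalized counts that stood apart were *Gadd45b* in the control of replicate 4 (53.1), *Rgs2* in the control of replicate 4 (72.4), *Crem* in the control of replicate 5 (21.8), and *Npas4* (26.2), *Crem* (699) and *Pacsin2* (42.1) at 5 h in replicate 1. The control of replicate 4 is the smallest library, where 3 counts correspond to a normalized count of 14.5, and its values of *Gadd45b* and *Rgs2* rest on 11 and 15 counts. The library at 5 h of replicate 1 showed 14823 genes at 2000000 counts, against 5000 to 9014 in replicates 2 and 3. No explanation was tested for these single values, technical or biological, and their number is close to that given by chance.

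The change at 30 min differed between replicates 1 to 3 and replicates 4 and 5, the latter labelled by the authors as without a response. With the replicate block, limma found 1 gene with an adjusted p-value below 0.05 for this difference (1843 at an unadjusted p-value below 0.05), and the ribosomal protein genes ranked low in it with a camera p-value of 0.0474. Without the block there were 0 genes (636 at an unadjusted p-value below 0.05) and the camera p-value was 0.0571. The gene is *Crem*, named after its values were seen, with a difference of 6.83 on the log2 scale (adjusted p = 0.0415 from limma) and log2 ratios of 4.87, 3.41, 2.82, −1.75 and −4.51 in replicates 1 to 5. The value of −1.75 rests on 1 count in each library of replicate 4 and comes from the size factors, so no fall was measured there. The median difference of the ribosomal protein genes was −1.85. Among the 10 splits of the 5 replicate numbers into 3 and 2, only 1, the real one, gave as many genes with the block, while 10 of 10 gave as many without it. A share under 0.05 is out of reach with 10 splits, and without the block every split gives at least 0 genes, so these splits leave open whether the division of the replicates is accidental. The authors kept replicates 1 to 3 as those that responded, so the division itself follows the response, and a difference in the response between them is in part a result of that choice. The replicates also differ in their pools and flow cells, and may differ in the PTX protocol, which the Methods call optimized for the libraries compared by the paper. None of these was separated from the response.

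Signals of activity appeared in replicates 4 and 5, which the paper's comparison does not include. In replicate 4, *Fos* had a normalized count of 9.65 in the control (2 counts), 120.7 at 30 min (165 counts), 180.9 at 60 min (96 counts) and 19.2 at 5 h (29 counts). The control of replicate 4 has only 2047095 counts. After the library at 30 min was thinned to that total, 51 counts of *Fos* stood against 2 (two-sided Fisher's exact test, p = 3.18e-13). The 51 are more than 165 of 12580352 counts would leave in proportion to the totals, so this p-value is not relied on. The normalized counts, which allow for depth, were 120.7 against 9.65, the latter from only 2 counts. *Bdnf* at 5 h had a normalized count of 285.3 in replicate 4 and 25.8 in replicate 5, while the controls of both replicates held 0 counts. There is 1 library per condition in each replicate, and Fisher's test covers counting error at most. The recovered counts exceed the paper's primary alignments, so they may not be independent reads. A response of *Fos* to PTX in replicate 4 may be present, as a hypothesis, but other differences between single libraries were not tested and remain open. In replicate 5 *Fos* was lower at 30 min (4.01) than in the control (18.6).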

How the results depend on the processing

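The alternatives named as edgeR with TMM, limma with the replicate block, other pseudocounts, limma with TMM or library totals, library totals with the block, and the covariate were chosen after the data had been seen, and the others before. Where a result changed, the cause was not tested.

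The number of DEGs at 30 min was 0 in limma without the block (1782 genes at an unadjusted p-value below 0.05) and in 22 alternatives, where between 201 and 3693 genes had an unadjusted p-value below 0.05. These 22 include edgeR with the block, cyclic loess with the block and the covariate. It was 2330 in limma with the replicate block, 1754 in DESeq2 with the block, 19 in DESeq2 without it, 589 with only the 2 groups compared, 1212 after thinning with the block, 35 with all 20 libraries and the block, and 5586 with library totals and the block. With a replicate left out, the models with the block gave 674 to 828 DEGs in limma and 188 to 1038 in DESeq2.

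At 60 min, the 2 DEGs became 43 in limma with the block, 464 in DESeq2 with the block, 13 in DESeq2 without it, 7 in edgeR with the block, 8 in cyclic loess with the block, 4 without a filter, 11 after thinning with the block, 12 with all 20 libraries and the block, 1 in limma with TMM, 3228 with library totals and the block, and 4 with the covariate. They became 0 in edgeR with TMM, RLE, upper-quartile or total scaling, in cyclic loess, with at least 10 counts in every library, in limma-voom, after thinning, with all 20 libraries, with library totals in limma (each without the block) and at a threshold of 0.05, where between 133 and 1494 genes had an unadjusted p-value below 0.05. Leaving out each replicate in turn gave from 0 to 2348 DEGs, the highest without replicate 3 and 0 without replicate 1 or 2 (79 and 62 at an unadjusted p-value below 0.05). With the block, leaving out replicate 1, 2 or 3 gave 39, 31 and 3307 DEGs in limma and 2, 3 and 1549 in DESeq2.

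At 5 h, the 2 DEGs became 5 in limma with the block and in cyclic loess with the block, 22 in DESeq2 with the block, 4 in edgeR with the block, with only the 2 groups, after thinning with the block and with all 20 libraries and the block, 1 in limma-voom, after thinning without the block and with library totals in limma, 12 with library totals and the block, and 6 with the covariate. There were 0 in edgeR with library totals, with at least 10 counts in every library and with all 20 libraries without the block (471, 44 and 105 at an unadjusted p-value below 0.05), and from 1 to 3 with each replicate left out. With the block, the fits without a replicate gave 8 to 13 DEGs in limma and 3 to 39 in DESeq2. Of the 22 DEGs of DESeq2 with the block, 11 had an absolute log2 fold change above 10.

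The median log2 fold change of the ribosomal protein genes at 30 min stayed below 0 in every alternative run, but its camera p-value rose above 0.05 in edgeR with TMM (−1.99), the block (−2.10), RLE (−1.76) or upper-quartile scaling (−2.17), in limma-voom (−2.07), in limma with TMM (−2.07), with at least 10 counts in every library (−1.59), with cyclic loess with or without the block (−0.17) and with the covariate (−0.28). With each replicate left out the median ranged from −1.58 to −1.54, but the camera p-value was 0.0498 without replicate 1, 0.0914 without replicate 2 and 0.0745 without replicate 3. The number of these genes downregulated at 30 min was 0 (27 at an unadjusted p-value below 0.05) and became 56 in limma with the block, 59 in DESeq2 with the block, 14 with only the 2 groups, 42 after thinning with the block and 6 with library totals and the block.

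The respiratory chain genes reversed to 0.23 in edgeR with library totals and to 0.18 in limma with library totals, with or without the block. Their p-value rose above 0.05 at a median of −1.60 in edgeR with TMM, −1.70 with the block, −1.39 with RLE and −1.76 with upper-quartile scaling, −1.65 in limma-voom, −1.64 in limma with TMM, −1.17 with at least 10 counts in every library, −0.081 in cyclic loess with or without the block, −0.63 with all 20 libraries and the block, −0.023 with the covariate, and from −1.18 to −1.12 with each replicate left out. The median of the endocytosis genes was −1.10 with at least 10 counts in every library. That filter left 7 of them, 1 above 0 and 6 below. It removes genes that rise from few control counts, so it cannot show a reversal. The endocytosis set passed a p-value of 0.05 with a camera correlation of 0.01 (2.94, p-value 0.00706), in cyclic loess with or without the block (1.18) and with the covariate (0.98). The comparison of replicates 1 to 3 with replicates 4 and 5 gave 0 genes without the block (636 at an unadjusted p-value below 0.05) and 1 with it.

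For the single genes named in the text, 1266 comparisons were made. Of these, 1065 kept their direction and side of the threshold, 152 came to pass it, 36 no longer passed it and 13 reversed. The reversed log2 fold changes were Plk2 at 30 min (from −0.27 to 1.02 with each replicate left out, the lowest without replicate 2), *Id3* (0.055) and *Rpl15* (0.0093) at 60 min in edgeR with library totals, and, with each replicate left out, Rps3a at 5 h (from −1.17 to 0.053) and Rpl15 at 5 h (from −0.66 to 0.31), in each case the highest without replicate 1. *Rpl15* at 5 h also reversed in DESeq2 without the block (0.012), in edgeR with TMM (0.018), RLE (0.021), upper-quartile (0.031) or total scaling (0.14), in limma with library totals with or without the block (0.15) and with the covariate (0.29).

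Corrections for transcript length, with and without the block, and for GC content, listed beforehand, were not run. With at least 10 counts in every library, genes with low control counts such as *Fos* and *Npas4* have no value. Depth limits the upregulated genes most, since many of them had at most 3 counts in the controls.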

Differences from the paper's values

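The paper's number of upregulated genes at 30 min is 1278, while limma without the replicate block gave 0 (1782 genes of either direction at an unadjusted p-value below 0.05). The paper's fold changes are nearly those of DESeq2 with the block, so a model without it is not a like comparison. Of the alternatives set before the data were examined, DESeq2 with the replicate block (1079) and thinning with the block (913) came within 1.5 times the paper's number, and the others did not. Limma with the block, chosen after seeing the values, gave 1862, within 1.5 times that number. The paper's number counts entries of its supplement, which hold 1202 distinct IDs, while the numbers here count distinct genes, and against 1202 the 1862 of limma with the block, chosen after seeing the values, are beyond 1.5 times. The paper's number of downregulated genes at 30 min is 800, against 0. DESeq2 with the block gave 675, the only one of the alternatives set before the data were examined within 1.5 times, and limma with the block, chosen after seeing the values, gave 468, which was not.

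For 60 min, the paper's number of DEGs is 446, against 2 in limma without the block (528 genes at an unadjusted p-value below 0.05). DESeq2 with the block gave 464, and none of the other alternatives set before the data were examined closed the gap. For 5 h, the paper's number is 13, against 2 (133 genes at an unadjusted p-value below 0.05). None of the alternatives set before the data were examined closed this gap, the nearest being 22 in DESeq2 with the block. Library totals with the block gave 12, and limma with the block gave 13 without replicate 2 and 11 without replicate 3, all of them chosen after seeing the values.

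Of the 1850 gene IDs among the entries of the paper's supplement used here for 30 min, which leave out 80 downregulated entries, DESeq2 with the replicate block called 1638 (88.5%), limma with the block 1494 (80.8%) and limma without it 0. All 1850 had the paper's direction in limma. Their log2 fold changes in DESeq2 with the block differed from those of the supplement by 0.00021 in the median, against 0.30 in limma. With the few largest differences set aside, they differed by at most 0.0068. At 60 min, the numbers called were 374, 42 and 2 of the 400 IDs among the 442 entries used here, which are not the paper's whole list. *Fos*, *Npas4*, *Gadd45b*, *Gadd45g*, *Jun*, *Rps3a*, *Rack1* and *Rpl15* are on the paper's list at 30 min and were not called by limma without the block. DESeq2 with the block called each of them, thinning with the block each except *Jun*, and comparing only the 2 groups *Fos*, *Npas4*, *Gadd45b*, *Gadd45g* and *Rpl15*. Limma with the block, chosen after seeing the values, called each of them, and library totals with the block, also chosen after seeing the values, called the 5 early response genes but none of the ribosomal genes.

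The paper's log2 fold change of *Npas4* at 30 min is 5.14 (standard error 1.54), against 3.35 in limma. All controls held 0 counts, so the limma value depends on the pseudocount, here and at 60 min, and the comparison says little. DESeq2 without the block (5.24) and with it (5.14), edgeR with the block (6.82), RLE (6.71), upper-quartile (6.59) or total scaling (7.60), and limma without replicate 2 (3.81) came within the larger error. Cyclic loess, no filter, only the 2 groups, limma-voom, thinning, leaving out replicate 1 or 3, and all 20 libraries did not. At 60 min, the paper's value is 4.86 (standard error 1.56), against 3.09. It was reached by DESeq2 without the block (5.25) and with it (4.86), edgeR with the block (6.52), RLE (6.73) or upper-quartile scaling (6.70), and limma without replicate 2 (3.10) or replicate 3 (3.85), and not by edgeR with library totals (7.90) or the remaining alternatives set before the data were examined. Among the settings chosen after seeing the values, edgeR with TMM (6.65 for Npas4 at 30 min and 6.63 for Npas4 at 60 min), a pseudocount of 0.1 (6.52 and 6.16) and limma with library totals, with or without the block (3.94 and 3.56), also came within the larger error.

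The paper states that early response genes other than the *Gadd45* family peak at 30 min. The mean normalized count of *Fos* was 62.9 at 30 min and 65.7 at 60 min, and that of *Npas4* 10.7 and 11.0, with spreads between replicates larger than these differences, which were not tested. The log2 fold change of *Fos* was higher at 30 min (4.85) than at 60 min (4.47). The Methods state that no DEGs passed an adjusted p-value of 0.05 at 1 h and 5 h. In limma, 0 genes passed it at 60 min (528 at an unadjusted p-value below 0.05) and 2, *Crem* and *Bdnf*, at 5 h, and the paper's supplement lists 38 gene IDs below it at 60 min. DESeq2 with the block gave 50 and 16 such genes, and limma with the block, chosen after seeing the values, 20 and 5.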

Other observations

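In this part, the tests of library depth, of cyclic loess normalization, of the scaling between libraries and of other splits of the libraries at 30 min were set before the results were seen, and the other tests were chosen only afterwards.

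At 30 min many genes with low control counts rose and many with high control counts fell, which gave 2330 DEGs in limma with the replicate block. A difference in depth is one technical explanation. After thinning to the smallest total, 1212 DEGs were found with the block, fewer by more than 1.5 times, but among 7624 genes instead of 8998, and how far they are the same genes was not tested, so their number leaves the share of depth open. The totals of the controls also overlapped those at 30 min, and in replicates 1 and 2 the control had the higher total. The median log2 fold change of all genes was 1.24 after thinning against 1.39 before, with 78.4% against 79.8% of the genes above 0, so unequal totals account for little of the general shift. An expression-dependent bias between libraries is another explanation. With cyclic loess normalization and the block there were 0 DEGs at 30 min (1409 genes at an unadjusted p-value below 0.05), which is consistent with such a bias, though this normalization also removes a real change that depends on expression. The number of genes detected at equal depth differed between libraries in the same way. Slopes of each gene on this number, taken within condition over the 6 libraries at 60 min and 5 h of replicates 1 to 3, which are not part of the comparison at 30 min, correlated with the changes at 30 min with r = 0.794 and a rank correlation of 0.742 across 8998 genes, which are not independent replicates. Within 60 min alone r was 0.746 and within 5 h alone 0.755. In replicates 4 and 5 it was 0.137. The relation might come from a difference in library quality or from a response that lasted in some libraries, since both would give it. With the number of genes detected as a covariate beside the block, there were 0 DEGs at 30 min (201 at an unadjusted p-value below 0.05), but that number nearly coincides with the condition at 30 min in replicates 1 to 3 and rises itself when low genes rise, so this test cannot separate them. GC content and transcript length were not tested. The pattern at 30 min therefore cannot be told apart from a difference between libraries in the number of genes detected.

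Some genes did not follow the number of genes detected. *Bdnf* at 5 h had a normalized count of 1017 in replicate 3 and 1031 in replicate 1, whose libraries showed 5000 and 14823 genes at 2000000 counts. *Gadd45g* at 60 min was at 1126 in replicate 3 and 992 in replicate 1, with 5154 and 15368 genes.

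Other splits of the 3 control and 3 PTX libraries were compared with the real one where they parted as many same-numbered pairs, 4 of the 10 splits. Each of the remaining splits parts 1 pair. At 30 min, 4 of 4 splits gave as many DEGs (0) without the block, as any split does where the real one gives 0, so this count tests nothing. At an unadjusted p-value below 0.05 there were 1782 genes in the real split against 46, 87 and 12 without the block, and 4370 against 266, 354 and 139 with it. As many DEGs were given by 1 of 4, the real one, with the block in limma (2330 against 0) and in DESeq2 (1754 against 0 to 4). At 60 min it was 1 of 4 without the block (2 against 0), in limma with it (43 against at most 5) and in DESeq2 with it (464 against 267, 31 and 8). At 5 h it was 1 of 4 without the block, in limma with it (5 against 0) and in DESeq2 with it (22 against 8, 10 and 8). At an unadjusted p-value below 0.05, the real split at 60 min gave 528 genes against 511, 13 and 22 without the block. With the block it gave 2187 against 2143, 65 and 121, so 1 of the other splits came close. At 5 h there were 133 genes against 88, 67 and 81 without the block, and 590 against 414, 476 and 459 with it. With 4 splits the share cannot fall under 0.05, so accidental grouping is not excluded by these counts. Without the block, a split at 60 min that set controls 1 and 3 and the PTX library of replicate 3 against the rest gave 2591 DEGs, more than the 2 of the real split. The libraries on the side of controls 1 and 3 showed 6533, 5068 and 5154 genes at 2000000 counts, and those on the other side 9164, 15368 and 15368.

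The lower counts of ribosomal protein genes at 30 min were weighed in the same way. For scaling between libraries, the share of counts on these genes, which needs no size factor, was lower in 3 of 3 pairs of replicates 1 to 3, by −1.84 percentage points on average, so scaling alone does not account for the direction, although the median log2 ratio in replicate 1 was −1.53 with size factors and 0.17 with library totals, and no p-value under 0.25 is possible with 3 pairs. The median slope of these genes on the number of genes detected was −1.35 within the libraries at 60 min and 5 h of replicates 1 to 3, and 100% of the slopes were below 0. In the same libraries 97.2% of the IDs used from the paper's downregulated list had a slope below 0. In the 4 libraries at 60 min and 5 h of replicates 4 and 5, 100% of the slopes of the ribosomal genes (median −3.27) and 72.4% of those of the listed IDs (median −1.58) were below 0. Slopes under another scaling were not tested, so the sign of the slopes does not decide between the explanations. In replicates 4 and 5 the share of counts was higher at 30 min than in the control, by 0.454 percentage points on average, which goes against a fall of these genes in these replicates and says nothing of other responses to PTX. Reads shared between paralogs were not separated. A difference between libraries in the number of genes detected was therefore not excluded for these genes, and a biological response in replicates 1 to 3 remains a hypothesis.

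The recovered counts add up to 153067560 over the 20 libraries, 4.14 times the 36936112 primary alignments of the paper's Supplementary Table S1. A candidate explanation is that reads were counted on more than 1 gene. For the 3 ribosomal symbols with 2 IDs, the median ratio between the counts of the IDs was 1.11. It stayed within 1.5 in 20 of 20 libraries for *Rpl35a* and *Rps4x* but in 0 of 20 for *Rps27a*, so the test left the question open.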
